# The Warburg effect is necessary to promote glycosylation in the blastema during zebrafish tail regeneration

**DOI:** 10.1038/s41536-021-00163-x

**Published:** 2021-09-13

**Authors:** Jason W. Sinclair, David R. Hoying, Erica Bresciani, Damian Dalle Nogare, Carli D. Needle, Alexandra Berger, Weiwei Wu, Kevin Bishop, Abdel G. Elkahloun, Ajay Chitnis, Paul Liu, Shawn M. Burgess

**Keywords:** Regeneration, Gene regulation

## Abstract

Throughout their lifetime, fish maintain a high capacity for regenerating complex tissues after injury. We utilized a larval tail regeneration assay in the zebrafish *Danio rerio*, which serves as an ideal model of appendage regeneration due to its easy manipulation, relatively simple mixture of cell types, and superior imaging properties. Regeneration of the embryonic zebrafish tail requires development of a blastema, a mass of dedifferentiated cells capable of replacing lost tissue, a crucial step in all known examples of appendage regeneration. Using this model, we show that tail amputation triggers an obligate metabolic shift to promote glucose metabolism during early regeneration similar to the Warburg effect observed in tumor forming cells. Inhibition of glucose metabolism did not affect the overall health of the embryo but completely blocked the tail from regenerating after amputation due to the failure to form a functional blastema. We performed a time series of single-cell RNA sequencing on regenerating tails with and without inhibition of glucose metabolism. We demonstrated that metabolic reprogramming is required for sustained TGF-β signaling and blocking glucose metabolism largely mimicked inhibition of TGF-β receptors, both resulting in an aberrant blastema. Finally, we showed using genetic ablation of three possible metabolic pathways for glucose, that metabolic reprogramming is required to provide glucose specifically to the hexosamine biosynthetic pathway while neither glycolysis nor the pentose phosphate pathway were necessary for regeneration.

## Introduction

Many nonmammalian vertebrates have the ability to regenerate complex appendages following loss or injury. Appendage regeneration is a process involving the coordinated interaction of multiple cell types following injury: there is an immune response and the establishment of a wound epithelium or a specialized epithelial structure known as the apical epidermal cap (AEC), and then signaling that emanates from the newly formed wound epithelium/AEC through growth factors such as TGF-β and FGF. These early responses promote cell migration and proliferation, and are required for blastema formation, the key step leading to complete tissue restoration of an appendage. The blastema, which has been described as mesenchymal in nature, is a mass of multipotent cells capable of proliferating and differentiating to replace lost tissue. Although mammals typically have a very limited capacity to form blastemas after injury and thus cannot regenerate appendages, there are a few examples where blastema formation can occur in mammals. Two species of African spiny mouse have been reported to form blastema-like structures during skin shedding^1^ and digit tip regeneration in mice also involves the formation of a blastema from fate-restricted progenitors^2^. Human children are also capable of digit tip regeneration, suggesting limited blastema formation is at least possible in humans^3^. Interestingly, in contrast to most commonly studied mouse strains, the MRL mouse does form a blastema around ear punctures, suggesting that tissue regeneration in mammals could be enhanced or even initiated with a better understanding of the pathways underlying blastema formation^4^. Although progress has been made in determining cellular signals required for blastema formation and maintenance, our understanding of the mechanisms by which apparently differentiated cells dedifferentiate to become the blastemal mesenchyme remains incomplete.

A frequently observed phenomenon during regeneration is metabolic reprogramming in some cells, or the uncoupling of glucose metabolism from oxidative phosphorylation. In addition to increased glycolysis, uncoupling can also result in glucose being shunted into two metabolic pathways that branch off from glycolysis, the pentose phosphate pathway (PPP) and the hexosamine biosynthetic pathway (HBP). Metabolic shifting in glucose metabolism has been proposed as a mediator of early tail regeneration in both *Xenopus* and lizards^5,6^ and has been shown to be essential in zebrafish heart regeneration^7^. Beyond regeneration, there are many other examples of metabolic reprogramming regulating cellular function. For example, human embryonic stem cells rely on glycolysis in a mildly hypoxic environment for self-renewal. Upon exposure to oxygen, these cells increase oxidative phosphorylation and quickly lose pluripotency^8^. Inflammatory macrophages rely primarily on glycolysis and the PPP while repair macrophages utilize oxidative phosphorylation and switching in these cells activates distinct transcriptional profiles^9,10^. Glucose shunting to the HBP and PPP determines cell fate between trophectoderm precursors and the inner cell mass during embryogenesis^11^. Perhaps the most well known and studied example of metabolic reprogramming is the Warburg effect in cancer cells which is defined by increased glucose uptake and lactate production. Although the purpose of the Warburg effect is highly debated, proposed reasons include faster, albeit less efficient ATP production, adaption to hypoxic conditions, shunting of glucose metabolites to branched pathways, manipulation of the microenvironment, and metabolites used for cell signaling^12^. With respect to cell signaling, it is becoming increasingly clear that metabolic reprogramming plays a role in promoting an epithelial to mesenchyme transition (EMT) in tumor cells^13^, a process that has been associated with the development of cancer stem cells^14^. A metabolic switch to glycolysis has also been demonstrated in dedifferentiated human cells^15^. Taken together with what has been observed during regeneration, metabolic reprogramming may be a general feature of dedifferentiating cells.

It has been shown that the zebrafish *Dario rerio* can regenerate many tissues after injury or amputation including the fins^16^, the heart^17^, and the spinal cord^18^. In zebrafish embryos, tail amputation through the posterior trunk of the animal results in repositioning of notochord cells to the amputation site, followed by blastema formation and regeneration of several different tissues including the notochord, the neural tube, blood vessels, and the caudal fin-fold^19^. An advantage to using the embryonic tail over the adult fin is that many genes required for regeneration are essential for long term viability of the animal^20^. Studying early embryos circumvents the need for conditional mutations. Using this tail excision model, previous reports have shown that sonic hedgehog and EGFR signaling are required for regeneration^19,21^. However, the full genetic pathway for blastema formation following repositioning of notochord cells has not been determined. Here, we show that metabolic reprogramming to promote glucose flux through the HBP and N-linked glycosylation is obligate for tail regeneration, but glycolysis and the PPP are not. Blocking glucose metabolism with the glucose analog 2-deoxyglucose (2-DG) resulted in a complete failure of the tail to regenerate following amputation but had no gross effects on early larval development under normal conditions. During early regeneration, we observed increased glucose uptake and an altered mitochondrial morphology and oxidation state within the notochord bead of the amputated tail, indicative of metabolic reprogramming. Single-cell RNA-seq (scRNA-seq) analyses revealed that 2-DG treatment resulted in the failed induction of TGF-β ligands essential to triggering blastema formation while simultaneously inducing ER stress, indicating disruption of the secretory pathway. Accordingly, genetic evidence indicated that while glycolysis and the PPP are dispensable for tail regeneration, the HBP is absolutely required. Moreover, mutations in *gfpt1*, which encodes the rate-limiting enzyme of the HBP, resulted in hypersensitivity to 2-DG during regeneration, further demonstrating that the specific purpose of shifting to aerobic glycolysis was to promote glucose flux through the HBP and not for ATP generation by glycolysis. Finally, direct inhibition of N-linked glycosylation with tunicamycin also resulted in impaired regeneration. Together our data indicate that a metabolic shift to promote glycosylation is a key event regulating normal blastema formation through triggering signaling pathways such as TGF-β, resulting in expression of mesenchymal genes such as *snai1a* and *msx3*. The metabolic shift to promote glycosylation that takes place during blastema formation suggests potential parallels between tissue regeneration and tumor biology, including ways to regulate or inhibit them to our advantage.

## Results

### Tail regeneration following amputation

Deep amputation through the posterior trunk, or the tail, of the larval zebrafish results in regeneration of several types of tissue including the notochord, neural tube, blood vessels, and the caudal fin-fold (Fig. 1a). Following amputation, the epithelium closes within one hour (Supplementary Fig. 1a, b). Concurrently, notochord cells migrate to the injury plane and form a small “bead” (Fig. 1b), a step necessary to initiate cell proliferation^19^. Utilizing a double transgenic zebrafish line, Tg(*col8a1a*:GFP; *col9a2*:mCherry), which expresses GFP in the vacuolated notochord cells and mCherry in the surrounding sheath cells^22^, we could show both cell types repositioned into the notochord bead post-amputation, generally maintaining the notochord architecture with vacuolated cells located on the interior of the bud surrounded by sheath cells (Supplementary Fig. 1c, Supplementary Movie 1). Therefore, *col9a2*:mCherry can be used as a marker for the notochord bead. To gain a better understanding of cell proliferation both spatially and temporally during tail regeneration, we utilized an antibody against the proliferation marker phospho-histone H3 (PH3). We observed an increase in cell proliferation by 24 HPA compared to uninjured tails, with proliferation peaking between 48 and 72 HPA before decreasing by 96 HPA (Fig. 1c, d). A second marker of proliferation, the dual Fucci transgenic zebrafish that expresses cerulean in cells within the S, M, or G2 phases and mCherry in cells in G0/1, also showed an increase in proliferating cells post-amputation, although in this line proliferation peaked between 24 and 48 HPA (Supplementary Fig. 1d, e)^23^. In agreement with previous reports, the blastema is evident by 48 HPA, as shown by strong induction of the blastema/mesenchyme marker *msx3* (Fig. 1e, f, Supplementary Fig. 1f). Fin area steadily increased throughout the time-course, irrespective of the number of proliferating cells present, indicating that cell migration, proliferation, differentiation, and hypertrophic cell growth all likely contribute to fin regrowth between 3 and 96 HPA (Fig. 1d).

**Fig. 1:**
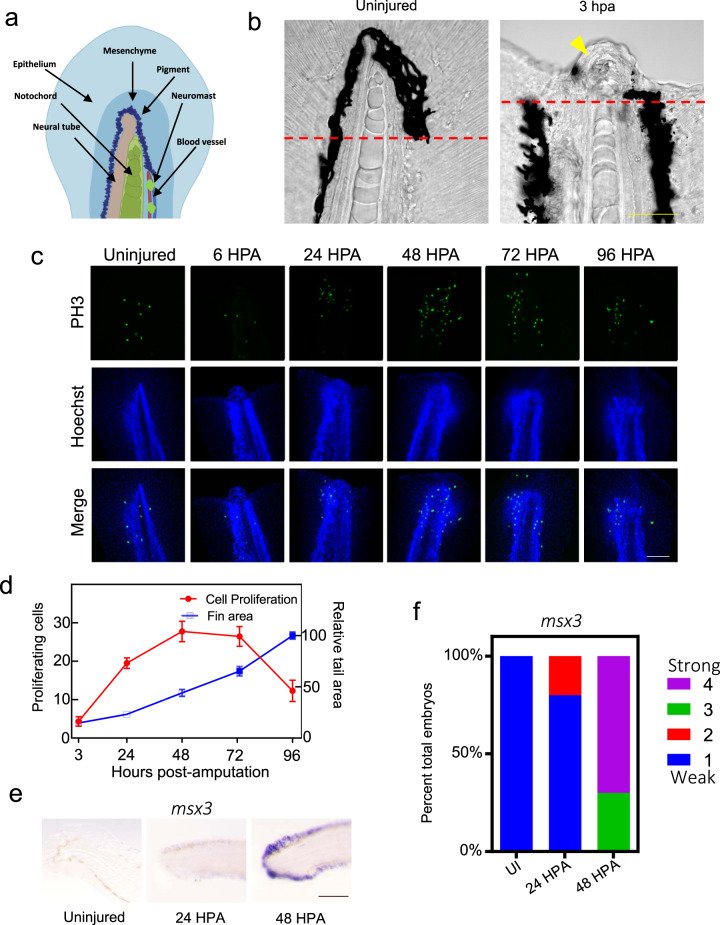
Tail regeneration following amputation in zebrafish embryos. **a** An illustration showing tissues that are regenerated following tail amputation. **b** Left, a normal tail fin with the amputation plane indicated with a dashed red line. Right, an image depicting the notochord bead formation (yellow arrowhead) at 3 HPA. Embryos are 3 DPF. Scale bar = 50 µm. **c** Tail images of PH3^+^ following tail amputation at indicated timepoints in hours post-amputation. Uninjured embryos are 4 DPF. Amputations were performed at 3 DPF. Images are sum z-stack projections of 1 µM slices through the entire embryo. Scale bar = 100 µm. **d** Quantification of cell proliferation as determined by PH3^+^ cells and tail area during regeneration. For tail area, *N* = 10 at all timepoints. For proliferation, *N* = 10, 10, 8, 9, and 7 for 3, 24, 48, 72, and 96 HPA, respectively. Mean and SEM are shown. **e** In situ hybridization of the blastema marker *msx3* in uninjured animals and at 24 or 48 HPA. Scale bar = 100 µm. **f** Stacked percentage graph of *msx3* expression as determined by in situ hybridization. A score of 1 represents little to no staining, while a score of 4 represents strong staining. *N* = 10 embryos for all samples.

### A metabolic shift to glucose metabolism is essential for regeneration

Metabolic switching has been shown to play a key role in immune cell responses^24^, stem cell maintenance^8,25^, and cancer progression^26^. To understand if it also has a role in regeneration, we impaired either mitochondrial function or glucose metabolism during development and tail regeneration. We treated 1-day post-fertilization (DPF) embryos with the mitochondrial import inhibitor mitoblock-6 (MB-6), which has been shown to decrease respiration^27^. Treatment resulted in severe developmental abnormalities as previously reported (Supplementary Fig. 2a)^28^. We also observed a reduction in tail size, consistent with an essential role for respiration during early development (Supplementary Fig. 2b, c). In contrast, 2-DG, a nonmetabolizable glucose analog and well-described glycolysis inhibitor, had no obvious gross effect on embryo development, and we observed no significant differences in tail size between control and 2-DG treated animals (Fig. 2a, b and Supplementary Fig. 2d). This in agreement with a previous report, in which it was found that 2-DG treatment or mutation of the glycolysis enzyme *pgk1* resulted in impaired hair cell and neuron development but no major gross early developmental abnormalities^29^. It is unlikely the lack of gross effect on development was due to 2-DG not getting into the embryo. Glucose transporters have been shown to be expressed in the zebrafish larval skin^30^. Additionally, embryos pulsed with the fluorescent glucose analog 2-(N-(7-Nitrobenz-2-oxa-1,3-diazol-4-yl)Amino)-2-Deoxyglucose (2-NBDG), which like 2-DG is imported via glucose transporters and has been shown to be a reliable analog of glucose uptake in zebrafish embryos^31–33^, showed fluorescence throughout the body, indicating that exogenously supplied glucose analogs are efficiently imported into tissues throughout the developing embryo (Supplementary Fig. 2e). Moreover, 2-DG has been shown to suppress lactate production in uninjured zebrafish embryos, and in support of our results no gross morphological defects were observed^34^. Next, we amputated tails of embryos treated with MB-6. MB-6 treated embryos that survived until 7 DPF had a significant but modest reduction in fin size following amputation, proportional to the decreased fin size that blocking mitochondrial function had during development (Supplementary Fig. 2f, g). Despite the slightly reduced size, MB-6 treated fins appeared to regenerate essentially normally as evidenced by a similar morphology to control fins and formation of a relatively normal blastema (Supplementary Fig. 2h, i). However, in larvae treated with 2-DG, fins completely failed to regenerate compared to control animals (Fig. 2c, d). Treatment with comparable concentrations of glucose had no effect on regeneration, indicating that this block was specific to 2-DG (Fig. 2d) and not a result of changes in the osmolarity of the surrounding media. Washing out 2-DG prior to 72 HPA resulted in a partial to complete reinitiation of fin regeneration depending on prior duration of treatment, indicating that the effect of 2-DG treatment was reversible and that 2-DG continued to be taken up by the animal after closure of the wound epithelium (Fig. 2e). Additionally, 2-DG treatment resulted in a decrease of proliferating cells in the regenerating tail (Fig. 2f, g, Supplementary Fig. 2j, k). Addition of 2-DG to embryo media at 24 HPA, well after closer of the wound epithelium, still results in a significant impairment of regeneration, indicating that the effect of 2-DG on regeneration is not simply due to excess 2-DG getting into wound prior to closure of the epithelium (Fig. 2h). However, addition of 2-DG after 48 HPA resulted in no phenotype, indicating that there is an obligate metabolic shift early in the regenerative process (Fig. 2h). This shift is necessary prior to blastema formation (Fig. 1e, f) but it is not necessary in later stages of regeneration even though there is still significant cell division taking place (Fig. 1d), calling into question the argument that a shift to aerobic glycolysis is to facilitate rapid cell division. In situ hybridization of the blastema marker *msx3* showed that unlike inhibition of mitochondrial function, inhibition of glucose metabolism resulted in the loss of normal blastema formation, indicating that metabolic reprogramming is absolutely required for normal blastema development (Fig. 2i, j). The lack of blastema development was not due to increased apoptosis, suggesting that 2-DG inhibited blastema formation through another mechanism (Supplementary Fig. 2l). Together, these results indicate that while oxidative phosphorylation is essential for normal development and glucose metabolism is not for most tissues, there is an obligate shift to promote glucose metabolism during the early stages of blastema formation and tail regeneration.

**Fig. 2:**
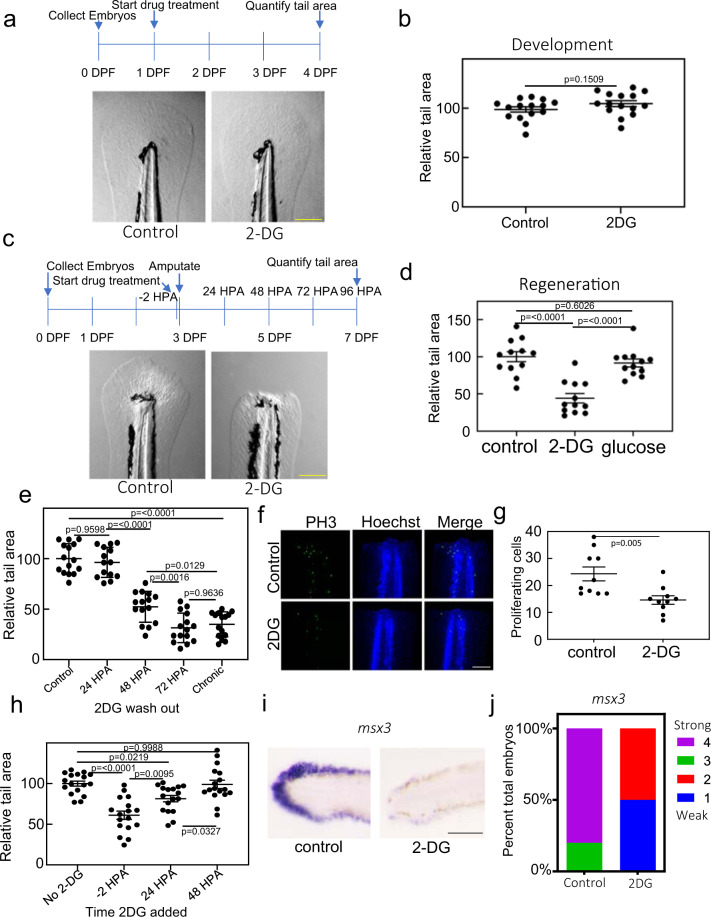
Blocking glucose metabolism inhibits tail regeneration. **a** Images of 4 DPF embryo tails. Embryos were untreated (control) or treated with 2-DG from 1 DPF throughout the duration of the experiment. Scale bar = 200 µm. **b** Quantification of tail surface area of untreated or 2-DG treated embryos. Mean and SEM are shown. *N* = 15 embryos per samples. Statistics were determined using an unpaired *t*-test. **c** Images of 7 DPF embryo tails 4 days post amputation. Embryos were untreated (control) or treated with 2-DG from 2 h before the amputation and throughout the duration of the experiment. Scale bar = 200 µm. **d** Quantification of tail surface area of untreated, 100 mM 2-DG, or 100 mM glucose treated embryos 96 HPA. *N* = 12 embryos for all samples. Statistics were determined by one-way ANOVA. Mean and SEM are shown. **e** Quantification of tail surface area of control or 2-DG treated embryos 96 HPA. *X*-axis indicates timepoint that 2-DG was washed out of media. Mean and SEM are shown. *N* = 14–15 embryos for all samples. Statistics were determined by one-way ANOVA. **f** Confocal images of PH3 staining in untreated and 2-DG treated embryo tails at 24 HPA. Images are sum z-stack projections of 1 µM slices through the entire embryo. Scale bar = 100 µm. **g** Quantification of proliferating cell as determined by PH3 staining. Mean and SEM are shown. *N* = 10 embryos for all samples. Statistics were determined by an unpaired two-tailed *t*-test. **h** Quantification of the tail surface area for untreated or 2-DG treated embryos at 96 HPA. *X*-axis indicates the timepoint that 2-DG was added to the media. Mean and SEM are shown. *N* = 20 embryos per sample. Statistics were determined by one-way ANOVA. **i** In situ hybridization of *msx3* in untreated and 2-DG treated embryos at 48 HPA. Scale bar = 100 µm. **j** Stacked percentage graph of *msx3* expression as determined by in situ hybridization. A score of 1 represents little to no staining, while a score of 4 represents strong staining. *N* = 10 embryos for all samples.

### Amputated tails display increased glucose uptake and hyperoxidized, fragmented mitochondria

In order to understand if glucose uptake was increased during regeneration, we pulsed uninjured and 24 HPA embryos with 2-NBDG. Increased uptake was primarily observed in the notochord bead on the stump of the regenerating tail of 24 HPA embryos (Fig. 3a, b, Supplementary Fig. 3a). This increase in 2-NBDG uptake was not simply due to a disruption in the epithelium, as previously mentioned the epithelium closes within 1 h after amputation (Supplementary Fig. 1a, b).

**Fig. 3:**
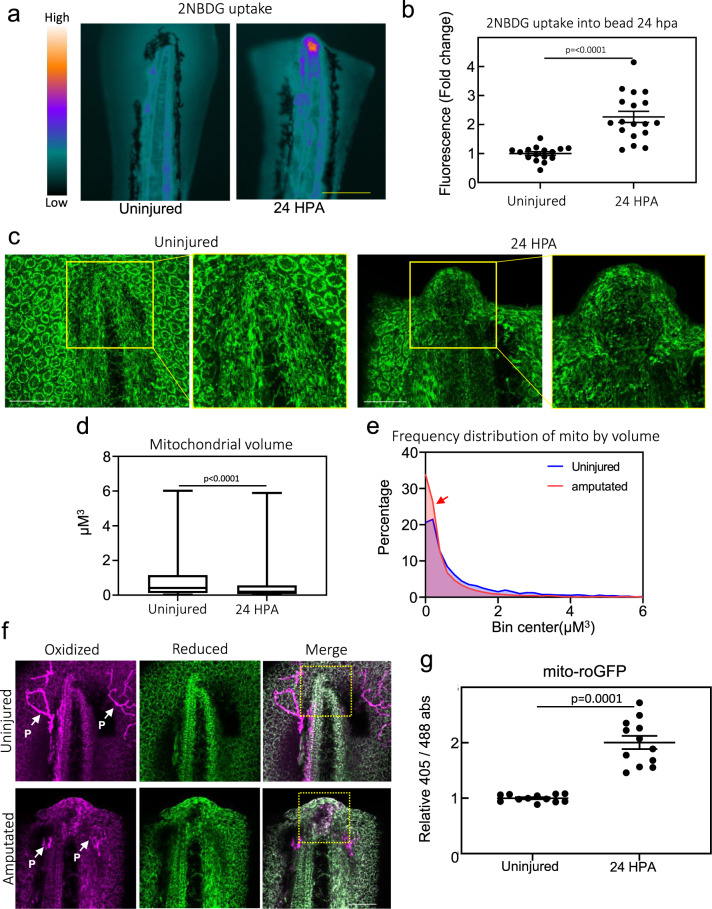
Metabolic reprogramming during early regeneration. **a** Heatmap of fluorescent intensity of uninjured and 24 HPA embryos pulsed with 500 µM 2-NBDG for 2 h. Scale bar = 200 µm. **b** Quantification of 2-NBDG fluorescence in tail of uninjured embryos and notochord bead of 24 HPA embryos. Mean and SEM are shown. *N* = 18–20 embryos per condition. Statistics were determined with an unpaired two-tailed *t*-test. **c** Confocal images of uninjured or 24 HPA Tg(*actb2*:mito-GFP) embryos. Right panels are zoomed-in images of boxed region in left panels. Scale bar = 50 µm. Images are sum z-stacks of 13 1 µM slices excluding epithelium above and below the notochord and notochord bead on the *Z*-axis. **d** Box and whisker plot of mitochondrial volume quantified from the notochord and notochord bead of uninjured and 24 HPA embryos, respectively. Boxes show the 25–75th percentiles, whiskers show the min and max. Lines in the middle of the boxes are the median. N for uninjured sample is 2914 mitochondria from 5 embryos. N for 24 HPA sample is 6791 mitochondria from 5 embryos. Statistics were determined with an unpaired two-tailed *t*-test. **e** Histogram of mitochondrial volume quantified from the notochord and notochord bead of uninjured and 24 HPA embryos, respectively. Red arrow indicates increased numbers of small mitochondria after amputation. N for uninjured sample is 2914 mitochondria from 5 embryos. N for 24 HPA sample is 6791 mitochondria from 5 embryos. **f** Confocal images of uninjured or 24 HPA Tg(*actb2*:mito-roGFP) embryos. Images are sum z-stacks of 17 1 µM slices excluding epithelium above and below the notochord and notochord bead on the *Z*-axis. P indicates auto-fluorescent pigment cells which are not depicting roGFP2. A region of oxidized mitochondria can be seen in amputated tails, depicted by the boxed region, which is not seen in a corresponding region of unamputated tails. Scale bar = 50 µm. **g** Quantification of relative absorbance of roGFP2 at 488 or 405 nm in the notochord bead of 24 HPA embryos or tail of uninjured embryos. *N* = 12 embryos per condition. Mean and SEM are shown. Statistics were determined with an unpaired two-tailed *t*-test.

Cancer cells exhibiting a Warburg-like physiology have increased mitochondrial fragmentation compared to cells utilizing oxidative phosphorylation^35^, therefore we analyzed mitochondrial morphology by generating a transgenic zebrafish line, Tg(*actb2*:MLS-EGFP), which expressed GFP with the Cox VIII mitochondrial localization sequence (MLS) fused to the N-terminus thereby making the mitochondria fluorescent^36^. Consistent with previous reports, the Cox VIII specifically targeted GFP to the mitochondria (Supplementary Fig. 3b). Interestingly, we observed fragmented mitochondria within the notochord bead, further indicating that metabolic reprogramming was taking place during early tail regeneration (Fig. 3c, d, e, Supplementary Fig. 3c). In addition to fragmented mitochondria, cancer cells can also show an increase in mitochondrial ROS^37^. To probe mitochondrial ROS production, we generated a second mitochondrial reporter line, Tg(*actb2*:MLS-roGFP2), expressing a redox sensitive GFP (Supplementary Fig. 3b). We observed an increase in the oxidization state of mitochondria, possibly due to increased ROS production, specifically within and directly anterior to the notochord bead, similar to the regions of increased glucose uptake and mitochondrial fragmentation (Fig. 3f, g, Supplementary Fig. 3d)^38^. This shift in absorbance was not observed in Tg(*actb2*:MLS-GFP) embryos, indicating the effect was specific to redox sensitive roGFP2 (Supplementary Fig. 3e). These results are consistent with the observation that there is increased lactate production in the notochord bead during regeneration, indicative of the Warburg effect^34^. Taken together, these data demonstrate that a metabolic shift to aerobic glycolysis takes place in the regenerating tail prior to blastema development.

### 2-DG suppresses normal blastema development

Our data indicated that cells in the regenerating tail undergo metabolic modifications consistent with increased glucose flux through glycolytic or related pathways early in the regenerative process, and this shift is essential for tail regeneration, at least in part, through blastema formation. In order to understand how metabolic reprogramming is involved in triggering regeneration, we performed scRNA-seq on uninjured, 24 HPA and 48 HPA tails with and without 2-DG treatment (Fig. 4a, Supplementary Fig. 4a). 

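Each of the 6 libraries came from 80 pooled tails, with 1 library each of uninjured, 24 HPA and 48 HPA tails without and with 100 mM 2-DG. No condition had a replicate. The deposited matrices hold UMI counts per gene and cell, which the authors made with Cell Ranger 3.0.2 from 10x libraries. The control libraries held 3621 uninjured, 3124 24 HPA and 5811 48 HPA cells, with medians of 1992, 2283.5 and 3995 UMIs per cell. The 2-DG libraries held 2652, 1402 and 5779 cells, with medians of 2125, 3099 and 2735 UMIs per cell. Totals ranged from 10910607 to 30254743 UMIs per library. All deposited cells were kept. A filter at 500 genes and 20% mitochondrial UMIs, used as an alternative, left between 965 and 4573 cells per library. Cells of the controls, of the 24 and 48 HPA libraries and of the uninjured libraries were clustered as 3 aggregates with the Leiden method, leaving the genes described as results out of the clustering. A cluster was called by a cell type, as in notochord-like, only where markers listed beforehand were higher in it than in the other cells, and clusters without such a name are given by number. These numbers are not the cluster numbers of Fig. 4. In the aggregate of the 24 and 48 HPA libraries no cluster met the rule for blastema-like cells. The cluster with the highest share of blastema markers, 11 of 15, was its cluster 4, and it was chosen for the comparison of 2-DG and control after the counts had been seen. It also had 10 of 14 fin-fold mesenchyme markers and is called re-derived cluster 4. Most of the blastema markers were taken from Supplementary Data 1, so the study chose them on these libraries. UMIs were summed over the cells of a group and expressed as CPM, the counts scaled to equal totals. Ratios of 2-DG over control carry exact 95% intervals, which cover counting error only. With 1 library per condition there is no test between single conditions, and genes at least 2-fold apart are called higher or lower. Scrublet called 12 of 22389 cells doublets, too few for the call to have worked, so doublets remained among the cells.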

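Among control cells, notochord-like cells, led by mgp, col8a1a and col2a1a, made up 1.68% of the uninjured, 10.9% of the 24 HPA and 6.45% of the 48 HPA library. Apical wound epidermis-like cells, led by scpp5 and col14a1a, were 0 of 3621 uninjured cells in the clustering of the controls and made up 0.512% at 24 HPA and 5.95% at 48 HPA, while the uninjured libraries clustered alone held 174 control cells of that name, led by other genes. Myeloid-like cells, led by the macrophage gene mfap4 and the neutrophil genes lyz and mpx, made up 0.138%, 4.77% and 1.12% of the 3 libraries. The uninjured libraries clustered alone held a cluster with lyz and mfap4 among its leading genes, with 42 control cells. It had 2 of 2 detected myeloid markers higher, too few for a name, so the uninjured share may be too low. Superficial epidermis-like cells, led by the keratin krt17 and by icn2 and cyt1l, made up 19.7%, 28.0% and 9.79%. Basal epidermis-like cells, led by krtt1c19e, krt91 and the hemidesmosome collagen col17a1a, made up 3.43% at 24 HPA and 2.32% at 48 HPA, after a larger share in uninjured tails. Neural tube-like cells, led by gfap and mdkb, made up 2.87%, 2.08% and 1.69%, and muscle-like cells 3.29%, 1.95% and 0.602%. Smaller groups were erythrocyte-like cells at 0.166%, 0.320% and 0.688%, neuromast-like cells at 1.68%, 1.02% and 0.637%, neuron-like cells at 0.138%, 0.736% and 0.189%, and pigment-like cells at 0.746%, 0.704% and 1.48%. Of the 33 clusters of the control aggregate, 18 could be named. The leading genes define these groups, and the libraries differ in UMIs per cell, which can set how many cells of a type are kept. Uninjured tails, at 3 DPF, were cut at the posterior edge of the pigment gap. Regenerating tails, at 4 and 5 DPF, were collected by a cut at its anterior edge. Differences in share between stages therefore cannot be told apart from differences in the tissue taken and in age.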

Based on gene expression in the untreated samples, we were able to identify specific populations of cells consistent with cell types expected to be present in the regenerating tail (Fig. 4b, Supplementary Fig. 4b, Supplementary Data 1). One cluster that was almost exclusively unique to the 48 HPA library, corresponding to blastema formation, was cluster 2 (Supplementary Fig. 4c). 

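Blastema-like cells were 1159 of the 5811 control cells at 48 HPA, or 19.9% (95% exact binomial interval 18.9 to 21.0). They were 243 of 3124 cells at 24 HPA, or 7.78% (6.86 to 8.77), and 114 of 3621 uninjured cells, or 3.15% (2.60 to 3.77). Of all blastema-like cells, 76.5% came from the 48 HPA library. The class held a cluster led by aldh1a2, angptl6 and c1qtnf5, with 83.1% of its cells from 48 HPA, and a cluster led by the Notch target her15.1 and by tagln and foxd1, with 68.1%. Of the 15 blastema markers, 11 were at least 2-fold higher in the first and 12 in the second than in the other cells. Another cluster rich in col1a2 and loxa had 8 of 15 and stayed outside the class, at 3.01%, 0.960% and 2.10% of the uninjured, 24 HPA and 48 HPA cells. Which cells near the fin-fold mesenchyme were named blastema-like varied with the clustering. Under the 8 other ways of filtering and clustering, the share lay between 9.16% and 13.9% at 48 HPA, between 1.54% and 2.56% at 24 HPA, and between 0.469% and 9.11% in uninjured tails. The uninjured and regenerating samples also differed in the tissue cut and in age.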

The most significant gene distinguishing this cluster was *aldh1a2*, a well-described blastema marker in both this model and others (Supplementary Data 1)^19,39,40^. This cluster was also enriched for other blastema expressed genes such *msx3*, *loxa*, *zic2*, and *tnc* (Supplementary Data 1)^41^. Therefore, we concluded that cluster 2 was the blastema. 

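In the 48 HPA control library, aldh1a2 (ENSDARG00000053493), which encodes an enzyme that makes retinoic acid, had 837 UMIs in blastema-like cells. Its level was 122 CPM there and 5.14 CPM in the other cells, 23.7-fold higher (95% interval 19.5 to 28.9). In the blastema-like cluster led by aldh1a2, the gene ranked 1 of 6125 genes by fold over the other cells, and in the blastema-like cluster led by her15.1 it ranked 46 of 4551. The mesenchymal cluster rich in col1a2 held 0 UMIs of aldh1a2, and free RNA, taken from droplets with fewer than 100 UMIs, held 10.0 CPM. The gene was not among the markers that named the class, and it was left out of the genes used for clustering. Most of those markers, however, came from the study's list for its blastema cluster, in which aldh1a2 was the most significant gene. The enrichment of genes that the paper names for that cluster is therefore not independent of how the class was named.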

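At 48 HPA, control blastema-like cells had 55.6 CPM of the homeobox gene msx3 (ENSDARG00000015674) and the other cells 3.94 CPM, 14.1-fold higher (95% interval 11.2 to 17.9). The zinc finger gene zic2a (ENSDARG00000015554) stood at 289 against 35.0 CPM, 8.28-fold higher (7.63 to 8.99), and its paralog zic2b at 4.29-fold (3.83 to 4.80). Tenascin C, tnc (ENSDARG00000021948), a matrix glycoprotein, had 681 against 159 CPM (4.29-fold, 4.11 to 4.48). The lysyl oxidase gene loxa (ENSDARG00000003259), whose product crosslinks collagen, had 178 against 48.3 CPM (3.69-fold, 3.40 to 4.01). In the blastema-like cluster led by aldh1a2, zic2a ranked 12, msx3 15, tnc 33 and loxa 63 among the genes ordered by fold. In that led by her15.1 the ranks were 38 for tnc, 52 for zic2a, 310 for loxa and 510 for msx3. The highest loxa level of these mesenchymal clusters, 525 CPM, lay outside the class in the cluster rich in col1a2, where msx3 had 0 UMIs.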

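In re-derived cluster 4 at 48 HPA, genes of the cytosolic tRNA synthetases, which load amino acids onto tRNAs, were higher with 2-DG than in the control. Of 20 measured, 14 were at least 2-fold higher and none lower, with a median log2 ratio of 1.33, among them aars at 3.64-fold (95% interval 2.99 to 4.45) and yars at 3.72-fold (2.89 to 4.85). Feedback targets of FGF and ERK signaling had a median of -0.44, with the phosphatase genes dusp7 6.49-fold lower (4.66 to 9.25) and dusp5 3.88-fold lower (3.15 to 4.81) and errfi1a also lower among 13 genes. Of 15 glycolysis genes, eno1a was 4.25-fold higher (3.35 to 5.43) and the glucose transporter gene slc2a1b and the hexokinase gene hk1 were 2.39-fold and 2.01-fold lower, with a median of -0.17. Of 6 pentose phosphate genes, pgls was lower and the median was 0.02. The p53 targets sesn1 and rps27l were 2.71-fold and 2.46-fold higher (median of 13 genes 0.28), and of 4 glucose-responsive arrestins txnipa and arrdc2 were higher (median 0.78). Among 21 genes known to respond to cell dissociation, the median was 0.19, with klf2a and nr4a1 higher and zfp36l1a lower. These medians lay at percentiles 100, 4.51, 34.6, 65.9, 97.4, 99.4 and 96.5 of 10000 random gene lists of like expression, in the order given. Of the members, dusp5, dusp7, errfi1a and txnipa had been seen in the study's results on these libraries when the lists were written. Control and 2-DG cells of re-derived cluster 4 lay apart: on average 0.849 of a cell's 15 nearest neighbors came from its own library, where full mixing gives 0.5 and 1 control library split at random gave that value too. The cluster held 499 control cells with a median of 5634 UMIs and 500 2-DG cells with a median of 3938.5, and the cells were thinned to 2000 UMIs before neighbors were counted. The share was 0.787, 0.657 and 0.741 in clusters 1, 6 and 13, other mesenchymal clusters, and from 0.632 in basal epidermis-like to 0.809 in apical wound epidermis-like cells, so cells outside the mesenchyme lay apart too. When the result lists were also used in clustering, the medians of the tRNA synthetases and the p53 targets were 0.69 and -0.37. The pentose phosphate median was below 0 at both other resolutions, the glycolysis median was 0.05 and the p53 median -0.03 over all cells, and the dissociation median was -0.04 in the class taken from the control libraries.

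**Figure D1:**
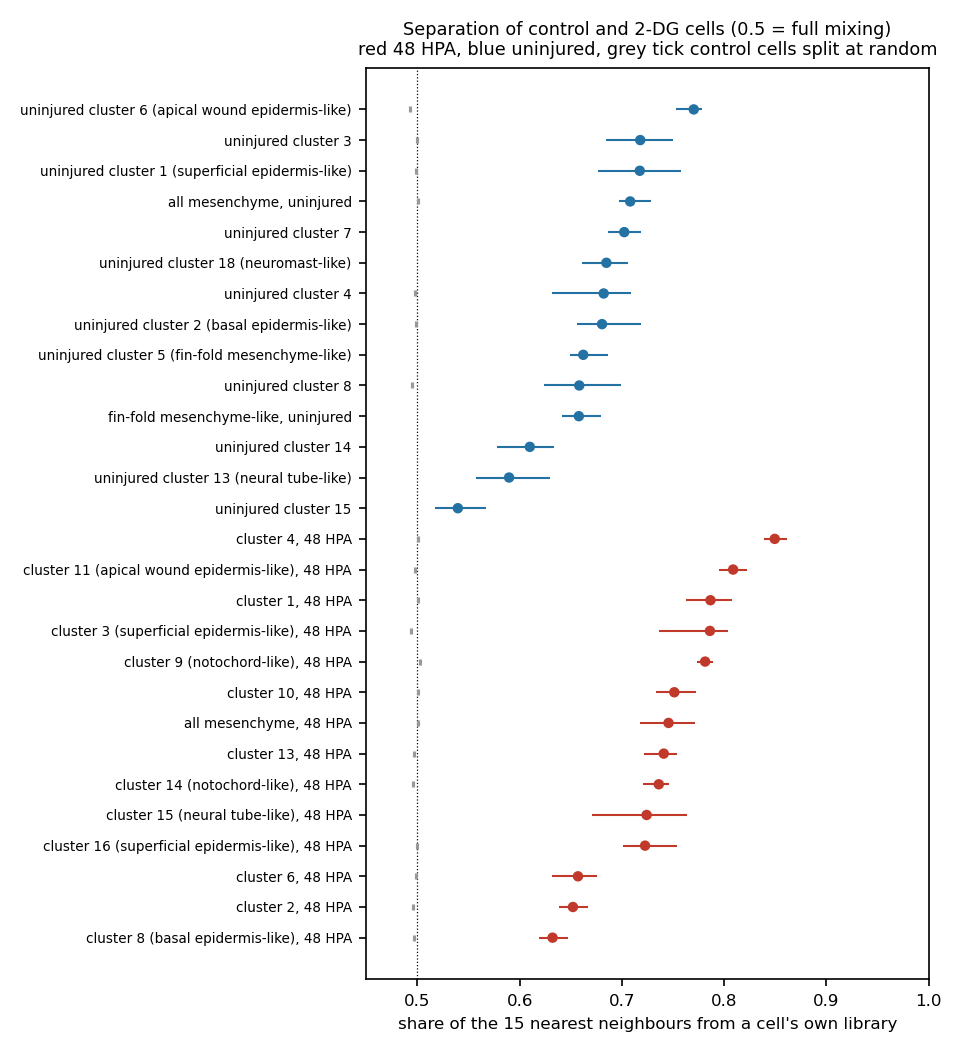
Share of each cell's nearest neighbors from its own library (horizontal axis, from 0.5 for full mixing) per cluster or group of cells at 48 HPA (red) and in uninjured tails (blue), with control cells split at random as grey ticks. Re-derived cluster 4 sits at 0.849.

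**Figure D2:**
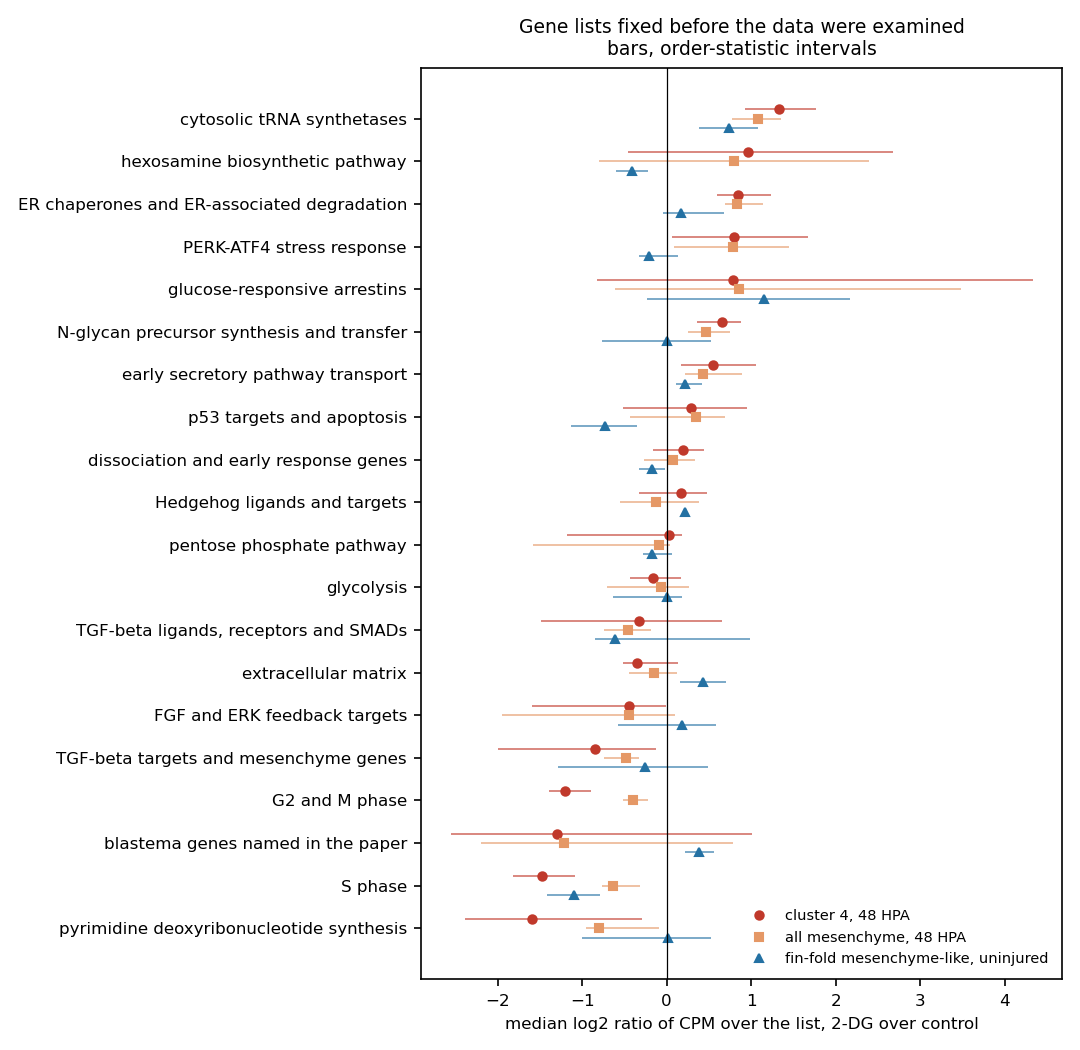
Median log2 ratio of CPM, 2-DG over control, for each gene list (horizontal axis), with order-statistic intervals over the genes of a list as bars. The tRNA synthetases in re-derived cluster 4 sit at 1.33.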

Visualizing our scRNA-seq of regenerating tails as a t-SNE plot by library showed that control and 2-DG treated cells formed distinguishable groups within the blastema cluster, indicating that 2-DG strongly altered gene expression within the blastema (Supplementary Fig. 4d). 

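In re-derived cluster 4 at 48 HPA, msx3, a homeobox gene, had 308 UMIs (101 CPM) in the control and 43 UMIs (17.1 CPM) with 2-DG, a log2 ratio of -2.56 and 5.94-fold lower (95% interval 4.30 to 8.37). Other blastema genes were lower too: zic2a at a log2 ratio of -1.84 (3.58-fold, 3.14 to 4.1), aldh1a2 at -1.30 (2.46-fold, 2.06 to 2.96), tnc at -0.70 (1.63-fold, 1.51 to 1.75) and zic2b at -0.54. The lysyl oxidase gene loxa was higher, at 1.01 (2.01-fold, 1.78 to 2.27). Of the 5 blastema genes listed from the paper, which the study chose on these libraries, 3 were at least 2-fold lower, 1 was higher, and the median lay at percentile 0.08 of the random lists. Among the 10 lowest genes were nrg1, which encodes the growth factor neuregulin 1 (126 against 3 UMIs, 34.8-fold lower, 11.6 to 171), ccn2b, which encodes a matricellular protein (26.1-fold, 9.95 to 97.3), btbd6a (14.4-fold, 10.8 to 19.6), the leptin gene lepb (11.3-fold, 7.81 to 17.0) and the transcription factor gene sp9 (9.86-fold, 7.59 to 13.0). The others were hand2, which is also a blastema marker, tnfrsf11b, ssbp2, tnnt3b and emx3, with log2 ratios from -3.88 to -3.19. With every cell thinned to 2000 UMIs, 15.1% of 411 control and 3.58% of 363 2-DG cells held a UMI of msx3 (unthinned 26.3% and 7.80%), against 0.405% and 0% of superficial epidermis-like cells, whose medians were 1211 and 1387 UMIs. The 2-DG counts of nrg1, ssbp2 and tnnt3b are 3 UMIs each, and no replicate was available for any of these values. With the result lists used in clustering, msx3 stood at -1.36, aldh1a2 at -0.70 and loxa at -0.05, at resolution 0.5 msx3 stood at -1.91, and in cluster 6, which had 8 of 15 blastema markers, tnc stood at 0.16.

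**Figure D3:**
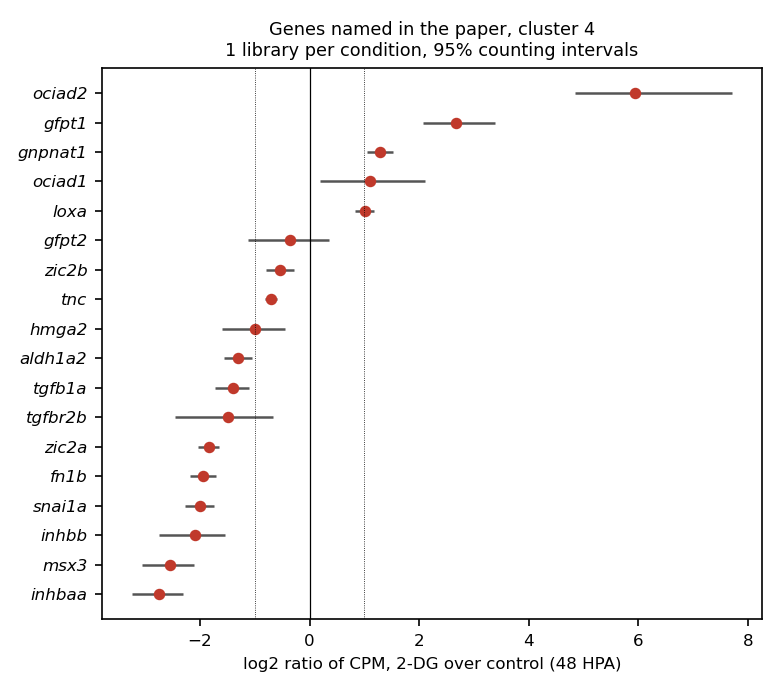
Log2 ratio of CPM, 2-DG over control (horizontal axis), of genes named in the paper in re-derived cluster 4 at 48 HPA, with 1 library per condition and 95% counting intervals as bars. The point of msx3 sits at -2.56 and that of loxa at 1.01.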

Among the genes significantly suppressed by 2-DG was *msx3*, confirming our previous data and analyses suggesting that the blastema does not form properly when glycolysis is inhibited (Fig. 4c, d). However, several genes were upregulated by 2-DG in the blastema, including the tumor suppressor *ociad2* (Fig. 4c, d, and Supplementary Data 2). 

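The gene ociad2 (ENSDARG00000052336) had 5 UMIs (1.64 CPM) in control and 280 UMIs (111 CPM) in 2-DG cells of re-derived cluster 4, a log2 ratio of 5.94 and 67.6-fold higher (95% interval 28.6 to 210). Its paralog ociad1 was 2.19-fold higher (1.15 to 4.31). The highest gene was arf4b, which encodes a small GTPase of Golgi transport, with 0 control and 2173 2-DG UMIs, at least 874-fold higher against a floor of 3 UMIs over the cluster. After arf4b and ociad2 came syne2b and spink2.1 with 2 control UMIs each (33.8-fold, 8.93 to 286, and 33.2-fold, 8.76 to 281), and the deubiquitinase gene mindy1 (22.2-fold, 15.6 to 32.5). The arrestin family gene txnipa, a glucose-responsive regulator of glucose uptake, was 20.6-fold higher (13.4 to 33.2). The others of the 10 highest were afap1l1b, KIAA0895L, saraf and fbxo8, with log2 ratios from 3.78 to 3.96. With cells thinned to 2000 UMIs, ociad2 was seen in 0 of 411 control cells and in 12.4% (9.19 to 16.2) of 2-DG cells (unthinned 1.00% and 17.2%), against 0% and 0.313% of superficial epidermis-like cells at 1211 and 1387 median UMIs. Other mesenchymal clusters had higher ociad2 levels with 2-DG as well, 144 against 4.47 CPM in cluster 1 and 219 CPM against 0 UMIs in cluster 12, while basal epidermis-like cells had 0.509 CPM with 2-DG. The log2 ratio of ociad2 moved between 4.65 in cluster 13 and 8.25 without the cells of the highest 5% of doublet scores, and ociad1 stood at -1.15 in cluster 13.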

To further analyze the effect of 2-DG on blastema formation, we specifically subclustered the blastema cells. This resulted in splitting the blastema into 5 clusters (Fig. 4e, Supplementary Data 3), with cells almost entirely grouped by treatment (Fig. 4f). 

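Re-derived cluster 4, with 1117 cells from the 24 and 48 HPA libraries, split into 9 subclusters. Subcluster 1, led by ociad2, arf4b and an ARF5 relative, held 242 2-DG cells of 244, or 99.2% (95% exact binomial interval 97.1 to 99.9). Subcluster 4, led by nrg1, il34, sp9 and msx3, held 4 2-DG cells of 135, or 2.96%. Less divided by treatment were the next: 29.5% of the cells were 2-DG cells in subcluster 2, led by her15.1, 20.1% in subcluster 3, led by lhx9 and thbs4a, 76.3% in subcluster 5, with pdia4, hsp90b1 and arf4b among its leading genes, and 54.7% in subcluster 6. Smaller ones were subcluster 7, led by the cell cycle genes cdk1 and top2a, with 10 2-DG cells of 42, subcluster 8, led by col1a1b, with 5 of 29, and subcluster 9, led by the epithelial gene epcam, with 15 of 23. Of all cells, 36.5% lay in subclusters with at least 80% of 1 treatment, which were subclusters 1, 4 and 8. Subcluster 3, with 20.1% 2-DG cells, just missed this limit, so the share depends on where the limit is set. This share was 73.1% with 30 in place of 10 principal components.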

Cluster 2 and 5 were enriched for *inhbaa*, while cluster 3 and 4 were enriched for *aldh1a2* (Fig. 4g). 

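The activin gene inhbaa (ENSDARG00000012671) and the retinoic acid synthesis gene aldh1a2 were highest in different blastema-like cells. In the 48 HPA control library, the blastema-like cluster led by her15.1 had 639 CPM of inhbaa and 68.1 CPM of aldh1a2, and that led by aldh1a2 had 127 CPM of inhbaa and 143 CPM of aldh1a2. The notochord collagen gene col9a2 stood at 69.1 CPM in the first. When clusters 4, 6 and 13 of the 24 and 48 HPA aggregate were subclustered together without the result lists, a subcluster led by her15.1 and gadd45ba had 677 CPM of inhbaa (95% interval 608 to 753) and 45.3 CPM of aldh1a2 (28.7 to 68.0). A subcluster led by col2a1a and nkx3.2 had 686 CPM of inhbaa (641 to 735) and 4.93 CPM of aldh1a2 (1.81 to 10.7). Subclusters with 146 and 167 CPM of aldh1a2 had 94.8 and 116 CPM of inhbaa. Free RNA held 77.0 CPM of inhbaa. The join of the 3 clusters was chosen after the counts had been seen, and the intervals cover counting error only.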

Visualization of expression of these genes in the tail by fluorescent in situ hybridization suggested that *inhbaa* and *aldh1a2* marked the proximal and distal regions of the blastema with respect to the notochord bead (*col9a2*), respectively (Fig. 4h). When treated with 2-DG, an aberrant *ociad*^+^ blastema cluster (cluster 1) is formed which shows markedly altered gene expression when compared to normal blastema (Fig. 4e, i). 

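Subclustered without the result lists, re-derived cluster 4 again held a group of 2-DG cells alone, 247 of 247 (98.5% to 100%). In it ociad2 had 240 UMIs and 145 CPM (95% interval 127 to 164). The subcluster with the fewest 2-DG cells among the large ones, led by hand2, nrg1 and sp9, with 11 of 218 or 5.05%, had 1 UMI of ociad2, or 0.505 CPM. The activin gene inhbaa had 18.1 CPM in the first and 107 CPM in the second, aldh1a2 57.3 and 170 CPM, and the lysyl oxidase gene loxa, as an opposite case, 348 and 138 CPM. The collagen gene col1a2, a main product of fibroblasts, had 618 and 164 CPM. The matrix gene tnc had 364 and 848 CPM. The comparison sets cells of both libraries against each other, so it holds the difference between treatments as well as that between cell groups.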

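The subcluster made up of 2-DG cells had lower levels of several genes than the subcluster with 5.05% 2-DG cells, which was led by hand2 and nrg1. The ligand gene tgfb1a (ENSDARG00000041502) had 66 UMIs and 39.8 CPM (95% interval 30.8 to 50.6) in the first and 211 UMIs and 107 CPM (92.7 to 122) in the second. The fibronectin gene fn1b (ENSDARG00000006526) had 48.2 CPM (38.2 to 60.0) against 268 CPM (245 to 291). The transcription factor gene snai1a (ENSDARG00000056995), a driver of mesenchymal state, had 52.4 CPM (42.0 to 64.7) against 218 CPM (198 to 239). The homeobox gene msx3 had 11 UMIs and 6.63 CPM (3.31 to 11.9) against 222 UMIs and 112 CPM (97.9 to 128). The zinc finger gene zic2a had 97.0 CPM (82.6 to 113) against 379 CPM (352 to 407). Free RNA held 5.79 CPM of msx3, 115 CPM of tgfb1a and 1120 CPM of fn1b. The first subcluster holds 2-DG cells only, so the treatment and the cell group cannot be separated in these values.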

Genes suppressed in the *ociad2*^+^ cluster 1 compared to the mainly control clusters 4 and 5 include genes involved in mesenchymal formation (*tgfb1a*, *fn1b*, *snai1a*) and the blastema genes *msx3* and *zic2a* (Fig. 4j). Therefore, 2-DG treatment prevents the formation of normal mesenchymal blastema. 

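In re-derived cluster 4 at 48 HPA, 8 of 18 targets of TGF-β signaling and mesenchyme genes were at least 2-fold lower with 2-DG and none was higher. The median log2 ratio was -0.85, at percentile 0 of the random lists. Integrin alpha 5, itga5, which binds fibronectin, was 5.74-fold lower (95% interval 3.26 to 10.9), the snail gene snai1b 5.15-fold (3.30 to 8.39) and tgfbi 3.10-fold (2.43 to 3.99). The twist gene twist1a was 1.73-fold lower (1.61 to 1.87), and cdh2, which encodes N-cadherin, had a log2 ratio of -0.07. Of 24 extracellular matrix genes, col1a2 was 2.27-fold higher (2.07 to 2.49), col18a1a, lum and hapln1b were 3.45-fold, 3.22-fold and 2.06-fold lower, and the median was -0.36, at percentile 2.04. The list members that the paper names were chosen by the study on these libraries. In cluster 6, chosen for comparison after the counts had been seen, the median of the TGF-β targets was -0.13, and with the result lists used in clustering the matrix median was 0.07. From the lower levels of genes of mesenchymal formation and of blastema genes in the ociad2+ cluster, the paper concludes that 2-DG prevents the formation of a normal mesenchymal blastema.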

While 2-DG did result in changes to gene expression in uninjured animals, further evidence that it can indeed be taken up by uninjured animals prior to the feeding stage, subclustering of fin-fold mesenchymal cells from these animals did not result in separate clusters of control and 2-DG treated cells, indicating 2-DG had a stronger effect in the blastema mesenchyme than the fin-fold mesenchyme (Supplementary Fig. 4e, Supplementary Data 4). Together, our data show that blocking glucose metabolism prevents formation of the blastemal mesenchyme.

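Uninjured fin-fold mesenchyme-like cells had higher levels of some genes with 2-DG. The prostaglandin synthase gene ptgdsb.1 was 12.8-fold higher (95% interval 7.14 to 25.4) and the arrestin gene txnipa 4.6-fold (2.66 to 8.45). The cell cycle inhibitor gene cdkn1a was 4.65-fold lower (2.46 to 9.54), btbd6a 4.6-fold (2.36 to 9.81) and the chemokine gene cxcl8a 3.89-fold (2.67 to 5.83). Of 14 cytosolic tRNA synthetases, tars, aars, sars and iars were at least 2-fold higher and the median log2 ratio was 0.74. The median of 10 p53 targets was -0.73, that of 19 extracellular matrix genes 0.43 and that of 22 endoplasmic reticulum chaperones 0.17. The blastema genes msx3 and zic2a stood at 0.44 and 0.22 there, fn1b at -1.28 and snai1a at -0.43, and ociad2 had 1 control and 0 2-DG UMIs. The other genes among the 10 highest were anxa1a, tars, golgb1, nrp2a, h1fx and the genes and3 (8.13-fold, 4.75 to 15.0), cfl1l and tmsb1, which also led the epithelial subcluster 9 of re-derived cluster 4, and among the 10 lowest sertad2a, alas1, ccn2b, snx10a, rpl26, icn2 and cyp1a. Of 742 cells (377 control and 365 2-DG, medians 1095 and 1165 UMIs), 0% lay in subclusters with at least 80% of 1 treatment, and the 6 subclusters held 25.0% to 67.1% 2-DG cells. The own-library share of a cell's neighbors was 0.658, and the share was 0.708 over all mesenchyme clusters of the uninjured libraries, where 10.8% of cells lay in subclusters of mainly 1 treatment (0% at resolution 0.3 and with 30 principal components, 15.4% without the result lists). At the filter on genes and mitochondrial UMIs msx3 stood at -0.05. Only 68 control and 78 2-DG cells were deep enough for the neighbor share, and the difference from 48 HPA was not tested.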

**Fig. 4:**
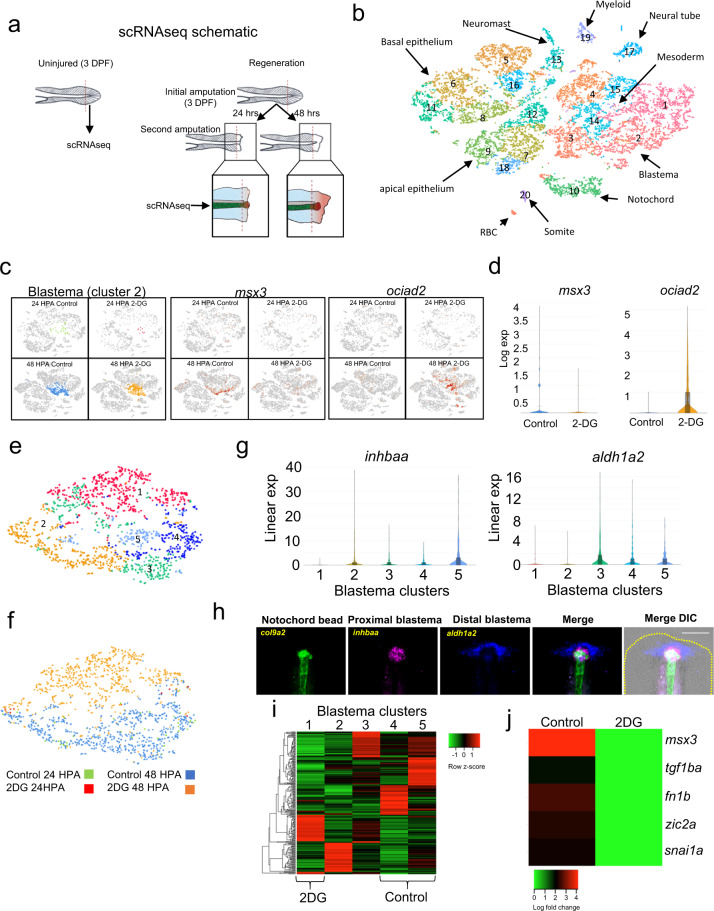
2-DG prevents formation of normal blastema. **a** Illustration depicting the region of uninjured and regenerating tail taken for scRNA-seq. **b** t-SNE plot generated from Louvain clustering of cells from the scRNA-seq data. Number indicates cluster number. **c** Expression of *msx3* and *ociad2* transposed onto the t-SNE plot of cells from the scRNA-seq, shown by library. **d** Violin plots of *msx3* and *ociad2* expression in control and 2-DG treated blastemas (cluster 2). **e** t-SNE plot of reclustered blastema. Numbers indicate cluster number. **f** t-SNE plot of blastema clusters depicted by library. **g** Violin plots of *inhbaa* and *aldh1a2* expression in the reclustered blastema clusters. **h** RNA-FISH images of *col9a2*, *inhbaa*, and *aldh1a2*, which depict the notochord / notochord bud, proximal blastema and distal blastema, respectively, in a 48 HPA embryo. Yellow dashed line indicates outline of tail. Scale bar = 100 µm. **i** Heatmap of marker genes for each reclustered blastema cluster. Cluster 4 and 5 are almost exclusively comprised of untreated control cells while cluster 1 is almost exclusively comprised of 2-DG treated cells. **j** Heatmap of expression of mesenchymal and blastema genes suppressed by 2-DG treatment.

### TGF-β signaling is required for blastema formation

In order to understand how inhibition of glucose metabolism results in aberrant blastema formation, we examined pathways that were significantly overrepresented among genes suppressed by 2-DG in the blastema. As expected because of the reduced cell division in 2-DG treated cells (Fig. 2f, g), genes in the de novo pyrimidine deoxyribonucleotide biosynthesis pathway, which is important for DNA replication and therefore cell proliferation, are overrepresented (Fig. 5a). However, genes involved in TGF − β signaling, a well-characterized pathway in regeneration, were also significantly overrepresented. 

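Genes of pyrimidine deoxyribonucleotide synthesis were lower with 2-DG in re-derived cluster 4 at 48 HPA, with 8 of 13 at least 2-fold lower, none higher and a median log2 ratio of -1.59, at percentile 0 of the random lists. The thymidylate synthase gene tyms was 4.89-fold lower (95% interval 2.48 to 10.7), dut, whose product removes dUTP, 5.27-fold (3.80 to 7.48), and dhfr, which encodes the folate reductase, 5.97-fold (2.33 to 19.5). The ribonucleotide reductase gene rrm1 was 3.75-fold lower (2.20 to 6.77), and rrm2 (ENSDARG00000078069) stood at -0.93. The others at least 2-fold lower were nme2b.2, dctd, dtymk and rrm2b. In clusters 6 and 13, chosen for comparison after the counts had been seen, the median was -0.12 and -0.31, over all mesenchyme clusters -0.80 and over all cells of the libraries -0.31. It was -0.42 with the result lists used in clustering and -0.37 among genes with at least 100 UMIs.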

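Of 14 measured TGF-β ligands, receptors and SMADs in re-derived cluster 4 at 48 HPA, 5 were at least 2-fold lower with 2-DG and 2 higher. The median log2 ratio was -0.33, at percentile 12.7 of the random lists. Beside the ligand and receptor genes that the paper names, the follistatin gene fsta, which encodes an antagonist of activin, was 2.14-fold lower (95% interval 1.54 to 3.00). The ligand gene tgfb3 was 2.41-fold higher (1.08 to 5.77) and the receptor gene tgfbr1a 2.24-fold, with an interval that reaches below 1 (0.831 to 6.63). The inhibitory SMAD gene smad7 stood at -0.54 and smad3a, a signal transducer, at -0.12. Over all mesenchyme clusters, 3 of 21 genes were lower and none higher, with a median of -0.45 at percentile 0.325. The study chose the members that it names on these libraries, and the median was -0.97 at resolution 2.0 and -1.09 among genes with at least 100 UMIs.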

TGF − β pathway genes significantly suppressed by 2-DG included ligands *tgfb1a*, *inhbaa*, *inhbb*, and the receptor *tgfb2a* (Fig. 5b, Supplementary Data 2). Additionally, known TGF − β target genes *snai1a* and *hmga2* were suppressed by 2-DG. Accordingly, inhibition of TGF − β signaling with SB134512 blocked regeneration (Fig. 5c, d) consistent with observations seen in adult tail fin regeneration^42^, and similar to 2-DG treatment, resulted in repression of *snai1a* and *msx3* (Fig. 5e, f). Also similar to 2-DG treatment, immunofluorescence analyses of PH3 suggested that cell proliferation was reduced in the presence of the TGF − β inhibitor, although this effect was not observed in Fucci fish (Supplementary Fig. 5a, b, c, d). Together, our data indicate that TGF − β signaling is necessary for formation of blastemal mesenchyme.

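The activin subunit gene inhbaa had 368 UMIs (121 CPM) in the control and 45 (17.8 CPM) in 2-DG cells of re-derived cluster 4 at 48 HPA, a log2 ratio of -2.75 and 6.78-fold lower (95% interval 4.96 to 9.46). The related subunit gene inhbb (ENSDARG00000040777) stood at 50.0 and 11.5 CPM, a log2 ratio of -2.10 and 4.34-fold lower (2.91 to 6.71). The ligand gene tgfb1a had 119 and 44.8 CPM, -1.40 and 2.65-fold lower (2.14 to 3.30). The receptor gene tgfbr2b (ENSDARG00000034541), the receptor listed in Supplementary Data 2, had 52 and 15 UMIs, -1.49 and 2.87-fold lower (1.59 to 5.50). With cells thinned to 2000 UMIs, inhbaa was seen in 14.1% of control and 3.03% of 2-DG cells (unthinned 26.3% and 5.2%), against 8.91% and 4.38% of superficial epidermis-like cells at medians of 1211 and 1387 UMIs, so its 2-DG share lies at the level of those cells. Each of the 4 genes was below 0 in every setting run, but the size moved. The log2 ratio of inhbaa lay between -3.74 and -1.10, of inhbb between -3.09 and -0.19, of tgfb1a up to -0.42 in cluster 6, and of tgfbr2b between -4.00 and -0.52.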

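In re-derived cluster 4 at 48 HPA, the snail gene snai1a had 740 UMIs (243 CPM) in the control and 153 (60.7 CPM) with 2-DG, a log2 ratio of -2.00 and 4.01-fold lower (95% interval 3.36 to 4.80). The chromatin protein gene hmga2 (ENSDARG00000069912) had 90 UMIs (29.6 CPM) and 37 UMIs (14.7 CPM), 2.02-fold lower (1.36 to 3.04). Thinned to 2000 UMIs, 33.3% of control and 9.64% of 2-DG cells held a UMI of snai1a (unthinned 56.9% and 19.8%), against 2.83% and 0.313% of superficial epidermis-like cells at medians of 1211 and 1387 UMIs. In notochord-like cells at 48 HPA, snai1a stood at -2.82 and hmga2 at -1.81. The log2 ratio of snai1a lay between -1.01 with the result lists used in clustering and -3.04 in cluster 13, and that of hmga2 between -1.92 at resolution 2.0 and -0.36 in cluster 6.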

**Fig. 5:**
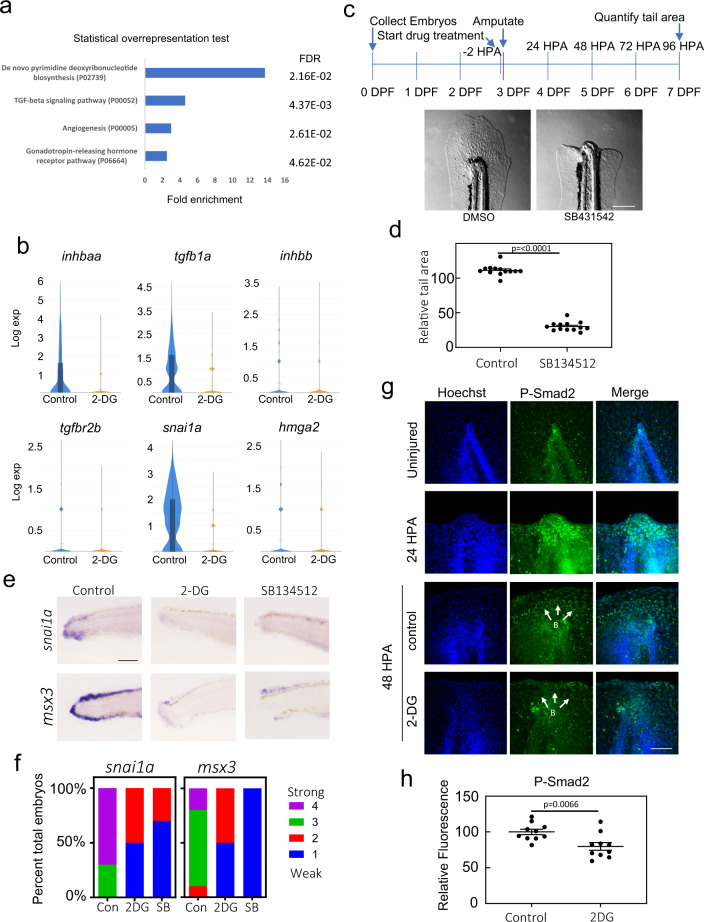
TGF-β signaling is essential for development of blastema. **a** Panther Pathways significantly overrepresented by genes repressed by 2-DG in the blastema (Cluster 2). **b** Violin plots of *tgfb1, inhbaa, inhbb, tgfbr2b, snai1a*, and *hmga2* expression in control and 2-DG treated blastemas (cluster 2). **c** Image of the tail of a 96 HPA embryo treated with DMSO or the Alk4, 5, and 7 inhibitor SB431542. Drug was added to embryo media 2 h prior to amputations and treatment persisted through the duration of experiment. Scale bar = 200 µm. **d** Quantification of tail area of 96 HPA embryos treated with DMSO or SB431542. Drug was added to embryo media 2 h prior to amputations and treatment persisted throughout the duration of experiment. Mean and SEM are shown. *N* = 13 for each condition. Statistics were determined with an unpaired two-tailed *t*-test. **e** In situ hybridization of *snai1a* and *msx3* in DMSO, 2-DG, or SB431542 treated 48 HPA embryos. Scale bar = 100 µm. **f** Stacked percentage graph of *snai1a* and *msx3* expression as determined by in situ hybridization. A score of 1 represents little to no staining, while a score of 4 represents strong staining. *N* = 10 embryos for all conditions. **g** Immunofluorescent staining of P-SMAD2 in uninjured, 24 HPA, and 48 HPA control or 2-D treated embryos. Images are sum z-stack projections of 1 µM slices through the entire embryo. B indicates predicted blastema. Scale bar = 50 µm. **h** Quantification of P-Smad2 intensity in the blastema. Mean and SEM are shown. *N* = 10 embryos for all conditions. Statistics were determined with an unpaired two-tailed *t*-test.

To examine whether the transcriptional suppression of TGF − β genes by 2-DG reflected an actual reduction in TGF − β signaling, we performed immunofluorescence using antibodies to phospho-SMAD2 (P-SMAD2). Immunofluorescence revealed strong activation of TGF − β signaling in the notochord bead by 24 HPA, followed by signaling in the blastema at 48 HPA (Fig. 5g, Supplementary Fig. 5e). As expected, activation was reduced with the TGF − β inhibitor SB431542, indicating the P-SMAD2 antibody staining was specific for TGF − β signaling (Supplementary Fig. 5f, g). At 48 HPA, we observed a decrease in nuclear P-SMAD2 staining in the blastema upon 2-DG treatment, consistent with repression of TGF − β ligand transcription in the blastema (*inhbaa*, *inhbb*, *tgfb1*) (Fig. 5g, h). Together, our data indicate that metabolic reprogramming was necessary to sustain TGF − β signaling, which promotes blastema formation.

### Genetic perturbation of the hexosamine biosynthetic pathway phenocopies 2-DG treatment

Although our data indicated that metabolic reprogramming was required for normal blastema formation, it did not determine which metabolic pathway blocked by 2-DG served as the trigger for regeneration. 2-DG inhibits hexokinase and phosphoglucoisomerase upstream of the glycolysis and HBP branchpoint, while the PPP branchpoint is downstream of hexokinase but upstream of phosphoglucoisomerase (Fig. 6a). 2-DG can also inhibit N-linked glycosylation through preventing mannose incorporation into the N-glycan core oligosaccharide, the synthesis of which also requires UDP-GlcNAc from the HBP. 

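Chaperones of the endoplasmic reticulum were higher with 2-DG in re-derived cluster 4 at 48 HPA, with 12 of 27 measured genes of chaperones and ER-associated degradation at least 2-fold higher, none lower and a median log2 ratio of 0.84. The main ER chaperone gene hspa5 had 637 CPM in the control and 2749 CPM with 2-DG, 4.32-fold higher (95% interval 4.1 to 4.54), and hsp90b1 was 3.71-fold (3.42 to 4.03) and the disulfide isomerase gene pdia4 3.80-fold higher (3.14 to 4.62). Of the PERK and ATF4 stress genes, 11 of 23 were higher and none lower, with a median of 0.80. The kinase gene eif2ak3, which encodes PERK, was 13.5-fold higher (5.88 to 38.0), the stress transcription factor gene ddit3 3.18-fold (2.89 to 3.49) and atf3 2.34-fold (2.16 to 2.54), while asns, an amino acid synthesis target of the same pathway, stood at -0.02 and the pseudokinase gene trib3 at -0.59. Genes of early secretory transport had 12 of 34 higher and none lower, with a median of 0.55, among them sec22ba (6.04-fold, 4.89 to 7.53), arf4a (3.53-fold, 2.72 to 4.61) and the coatomer gene copb2 (3.41-fold, 3.09 to 3.76). Each of the 3 medians lay at percentile 100 of the random lists. When these lists were written, sec22ba, arf4b and some PERK and ATF4 genes had been seen in the study's results on these libraries. The ER chaperone median was above 0 in 23 of 23 clusters measured at 48 HPA, in 13 of 16 at 24 HPA and in 12 of 21 in uninjured tails, and that of the PERK and ATF4 genes in 19 of 23, 1 of 17 and 9 of 24. With the result lists used in clustering, the median of the PERK and ATF4 genes was 0.02.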

GO analyses of genes upregulated by 2-DG in the blastema indicated induction of the uncoupled protein response (UPR), suggesting disruption of N-linked glycosylation (Supplementary Data 5). 

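The gene gfpt1 (ENSDARG00000057465), whose product makes glucosamine phosphate from fructose phosphate, had 25 UMIs (8.22 CPM) in control and 135 UMIs (53.5 CPM) in 2-DG cells of re-derived cluster 4 at 48 HPA. This is a log2 ratio of 2.68 and 6.51-fold higher (95% interval 4.23 to 10.4). Its paralog gfpt2 (ENSDARG00000044094) had 42 and 27 UMIs, a log2 ratio of -0.36 with a ratio interval of 0.460 to 1.29. In notochord-like cells at 48 HPA, gfpt1 stood at 1.61. Thinned to 2000 UMIs, 1.22% of control and 37 of 363 2-DG cells held a UMI of gfpt1 (unthinned 4.41% and 19.8%), against 0.810% and 5.63% of superficial epidermis-like cells at medians of 1211 and 1387 UMIs. The log2 ratio of gfpt1 was 2.09 in the class taken from the control libraries, 1.82 in cluster 6 and 1.65 over all cells, and gfpt2 was above 0 in 6 of the other clusterings, up to 0.73.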

One of the genes upregulated in the blastema of 2-DG treated samples was *gfpt1*, the gene encoding the rate-limiting enzyme of the HBP, a known compensatory effect of glucose starvation and UPR induction (Fig. 6b, c)^43,44^. 

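The acetyltransferase gene gnpnat1 (ENSDARG00000039892), which acts after glucosamine phosphate is made, had 214 UMIs (70.4 CPM) in control and 432 UMIs (171 CPM) in 2-DG cells of re-derived cluster 4 at 48 HPA, a log2 ratio of 1.28 and 2.44-fold higher (95% interval 2.06 to 2.88). The kinase gene nagk, which salvages GlcNAc, was 2.09-fold higher (1.07 to 4.25) on 15 and 26 UMIs. The mutase gene pgm3 stood at 0.96 (1.95-fold, 1.25 to 3.09), and uap1, whose product makes UDP-GlcNAc in the last step, at -0.46. Of the 7 genes of the hexosamine pathway, 3 were at least 2-fold higher and none lower, at percentile 99.9 of the random lists. Among these, gfpt1 and gnpnat1 were reported as higher by the study on these libraries, so the percentile is not independent of its results. In uninjured fin-fold mesenchyme-like cells, gnpnat1 stood at -0.60. With the result lists used in clustering, gnpnat1 stood at 0.36, and in the class taken from the control libraries the median of the pathway was 0.31.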

A second gene in the HBP, *gnpnat1*, was also upregulated following 2-DG treatment, which together with *gfpt1* could promote flux of metabolites from carbohydrate, amino acid, and lipid metabolism into the HBP (Fig. 6c). To understand if disruption of glycosylation through inhibition of the HBP would phenocopy 2-DG, we injected active guide RNAs (gRNAs) targeting paralogs *gfpt1* and *gfpt2* along with Cas9 into zebrafish embryos (Supplementary Fig. 6a, b, Supplementary Data 6). Similar to 2-DG-treated embryos, *gfpt1* /*gfpt2* knockdown mutants showed normal tail development but failed to regenerate their tails (Fig. 6d, e, f, g). A second, nonoverlapping set of guides resulted in an identical phenotype, indicating that this was specific to *gfpt1* /*gfpt2* double mutants and not due to an off-target effect (Supplementary Fig. 6a–d). Unlike disruption of the HBP, neither stable mutations in the gene *pgk1*, which blocks glycolysis specifically, nor the rate-limiting enzyme of the PPP, *g6pd*, had any effects on regeneration (Supplementary Fig. 6e–h). Together our results indicate that glucose flux shunted to the HBP, rather than glycolysis or the PPP, is required for tail regeneration. In order to further evaluate the relationship between 2-DG and the HBP, we isolated a stable 20 bp deletion in *gfpt1* that results in a premature stop codon in the glutamine amidotransferase (GATase) 6 domain (Fig. 6h). While these mutants showed only a mild tail regeneration phenotype on their own, regeneration was essentially eliminated by injection of gRNAs against *gfpt2* or the addition of 10 mM 2-DG, a low concentration that does not affect regeneration in wild-type animals or the development of either wild-type or *gfpt1* mutant animals (Fig. 6i, j, k). This hypersensitivity of *gfpt1* mutants to 2-DG further indicates that glucose flux through the HBP is required for regeneration. Glucose derived UDP-GlcNAc from the HBP is required for many types of glycosylation. To evaluate if N-linked glycosylation or O-GlcNAcylation were involved in regeneration, we treated larvae with tunicamycin, which prevents transfer of UDP-GlcNAc to the N-glycan core oligosaccharide, or OMSI-1, a OGT inhibitor^45,46^. Similar to 100 mM 2-DG treatment, *gfpt1*/*gfpt2* knockdown, and *gfpt1* mutants treated with 10 mM 2-DG, treatment with tunicamycin strongly inhibited tail regeneration while OSMI-1 had no effect (Fig. 6l, Supplementary Fig. 6i). Together, our data indicate that metabolic reprogramming to promote glucose flux through the HBP for N-linked glycosylation is essential for TGF − β signaling and tail regeneration.

**Fig. 6:**
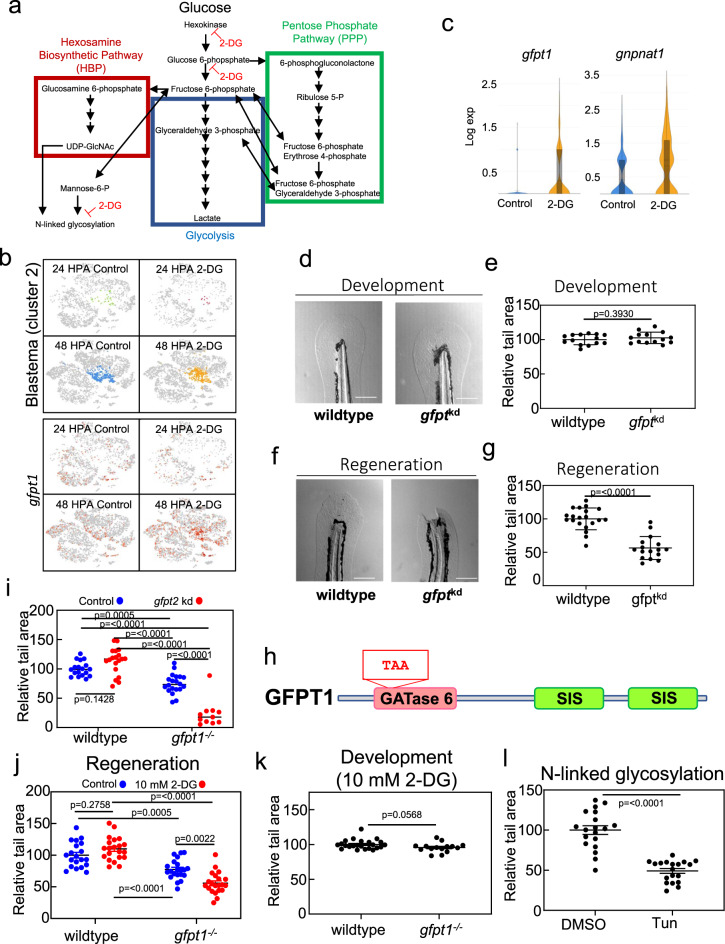
The HBP and N-linked glycosylation trigger tail regeneration. **a** Diagram depicting the HBP (red), glycolysis (blue), and the PPP (green). Single-head Arrows indicate pathway intermediates/products. Double-headed arrows indicate shared pathway substrates. Points where 2-DG acts as an inhibitor are indicated. **b** Expression of *gfpt1* transposed onto the t-SNE plot of cells from the scRNA-seq, shown by library. **c** Violin plots of *gfpt1* and *gnpnat1* expression in control and 2-DG treated blastemas (cluster 2). **d** Image of the tail of 4 DPF embryos injected with Cas9 or Cas9 and gRNAs against *gfpt1* and *gfpt2* (*gfpt*^kd^), set 1. Scale bar = 200 µm. **e** Quantification of tail area of 4 DPF embryos injected with Cas9 or Cas9 and gRNAs against *gfpt1* and *gfpt2* (*gfpt*^kd^), set 1. Mean and SEM are shown. *N* = 14 embryos for control and 14 embryos for *gfpt*^kd^. Statistics were determined an unpaired two-tailed *t*-test. **f** Image of 7 DPF embryo tails, 96 HPA, injected with Cas9 or Cas9 and gRNAs against *gfpt1* and *gfpt2* (*gfpt*^kd^), set 1. Scale bar = 200 µm. **g** Quantification of tail area of 7 DPF embryos, 96 HPA, injected with Cas9 or Cas9 and gRNAs against *gfpt1* and *gfpt2* (*gfpt*^kd^), set 1. Mean and SEM are shown. *N* = 20 embryos for control and 16 embryos for *gfpt*^kd^. Statistics were determined an unpaired two-tailed *t*-test. **h** Cartoon depicting glutamine amidotransferase (GATase) 6 and sugar isomerase (SIS) domains of GFPT1. TAA indicates a premature stop codon introduced by a 20 bp deletion in *gfpt1*. **i** Quantification of tail area of wild-type or gfpt1^−/−^ 7 DPF embryos, 96 HPA, injected with Cas9 or Cas9 and gRNAs against *gfpt2*. Mean and SEM are shown. Mean and SEM are shown. *N* = 18, 19, 20, and 11 embryos for wild-type control, wild-type *gfpt2*^kd^, *gfpt1*^*−*/−^, and gfpt1^−/−^; gfpt2^kd^ groups. Statistics were determined with ordinary one-way ANOVA. **j** Quantification of tail area of 96 HPA wild-type or *gfpt1*^*−/−*^ embryos with and without 10 mM 2-DG treatment. Mean and SEM are shown. *N* = 20–21 embryos for all conditions. Statistics were determined with two-way ANOVA. **k** Quantification of tail area of 4 DPF wild-type or *gfpt1*^−/−^ embryos treated with 10 mM 2-DG. Mean and SEM are shown. *N* = 23 and wild-type embryos and 15 for *gfpt1*^−/−^ embryos. Statistics were determined with an unpaired two-tailed *t*-test. **l** Quantification of tail area of 96 HPA embryos treated with DMSO or Tunicamycin. Drug was added to embryo media 2 h prior to amputations and washed out 24 HPA. Mean and SEM are shown. *N* = 19 for all conditions. Statistics were determined with an unpaired two-tailed *t*-test.

## Discussion

Despite work done to show that blastema arises from dedifferentiation of existing “fate committed” cells^47,48^, many questions remain about this process. We have shown that in the embryonic zebrafish tail, normal blastema formation requires a metabolic shift specifically to stimulate N-linked glycosylation through the HBP. This shift promotes TGF-β signaling, resulting in formation of the blastemal mesenchyme.

Although the Warburg effect has been studied for almost a century, there remains much debate as to its purpose. Initially thought to be utilized by rapidly proliferating cells, it is becoming clear that it is involved in other processes, and rapidly proliferating cells do not have to rely on glycolysis. With respect to regeneration, recent analyses of regenerating digit-tips in mice suggest that relatively few dividing cells are necessary to carry out regeneration once the blastema is formed, suggesting metabolic shifts may be related to processes other than cell division, at least in regeneration^40^. Moreover, glycolysis and its branched pathways have been shown to control cell differentiation or dedifferentiation independently of proliferation^11,49^. One pathway associated with the Warburg effect that is becoming more intensely studied in cancer cells is the HBP. Alterations to glycosylation are prevalent during cancer progression^50^, and upregulation of the HBP is crucial to these changes in glycosylation patterns^51^. Additionally, the HBP has been shown to be involved in mediating the development of mesenchymal cells associated with cancer progression^52–54^. We show that a Warburg-like physiology is associated with the HBP and N-linked glycosylation in the regenerating tail. Post amputation there is an increase of uptake of the glucose analog 2-NBDG, indicating a requirement for additional glucose during regeneration. Additionally, work from another group has shown increased lactate production during tail regeneration, indicating that glucose metabolism is uncoupled from OxPhos during this process^34^. Addition of 2-DG to embryo medium completely blocks regeneration without affecting early development, further indicating the shift to glucose metabolism is specific to regeneration. 

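Genes of DNA replication were lower with 2-DG in re-derived cluster 4 at 48 HPA, with 17 of 22 S phase genes at least 2-fold lower, none higher and a median log2 ratio of -1.47, at percentile 0 of the random lists. The replication clamp gene pcna was 3.84-fold lower (95% interval 3.31 to 4.48), at 322 and 83.7 CPM, and the helicase gene mcm2 4.1-fold (2.41 to 7.36). Of 20 genes of G2 and M phase, 14 were lower and none higher, with a median of -1.21, among them mki67 at 2.67-fold (1.65 to 4.46) and the mitotic kinase gene cdk1 at 2.16-fold (1.26 to 3.81). With cells thinned to 2000 UMIs, 27.0% (22.8 to 31.6) of 411 control and 5.79% (3.62 to 8.71) of 363 2-DG cells held at least 3 UMIs of either list. Without thinning the shares were 44.3% and 14.6%, and thinning left out 88 and 137 shallower cells. Over all mesenchyme clusters the thinned shares were 49.2% (47.0 to 51.3) and 31.8% (29.3 to 34.3), and in superficial epidermis-like cells 16.6% and 29.1%. The S phase median was -0.64 over all mesenchyme clusters, -0.36 over all cells and -0.13 in cluster 6, and that of G2 and M phase was -0.40, -0.04 and -0.11. Free RNA from dividing cells also counts toward these shares, and it was not removed.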

ScRNA-seq analyses showed that lack of regeneration with 2-DG treatment was due to failure to form a mesenchymal blastema, instead forming an aberrant, nonproliferative blastema. While mutations in key enzymes involved in glycolysis or the PPP had no effect on regeneration, mutating the isozymes Glutamine-Fructose-6-Phosphate Transaminase 1 and 2, the redundant, rate liming enzymes of the HBP, completely blocked regeneration. Additionally, *gfpt1* mutants were hypersensitive to 2-DG, further indicating that the specific effect of 2-DG on regeneration was through perturbation of the HBP. Similar inhibition of regeneration was obtained with tunicamycin treatment, a well-described inhibitor of N-linked glycosylation. Therefore, our results indicate that during tail regeneration, a metabolic shift takes place to promote glucose flux through the HBP and N-linked glycosylation. This supports previous findings indicating development of mesenchyme from differentiated cells results in an active secretory pathway, which requires increased flux through the HBP to maintain N-linked glycosylation and to avoid an unfolded protein response^55^. Additionally, receptor signaling of pathways involved the development of mesenchyme, such as TGF − β and EGF, are regulated by flux through the HBP^56^.

Glucose metabolism, the HBP, N-linked glycosylation, and ER homeostasis are intricately linked. Glucose deprivation can induce both the UPR and GFPT1 expression triggered by the loss of N-linked glycosylation^43,57^. Inhibition of the HBP results in decreased N-linked glycosylation and induction of the UPR^58^. Reciprocally, the UPR can induce GFPT1 expression^43,59^. And clinically, mutations in *gfpt1* present like other mutations in genes involved in N-linked glycosylation^60^. 

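Genes that build and transfer the N-glycan precursor were higher with 2-DG in re-derived cluster 4 at 48 HPA, with 7 of 25 at least 2-fold higher, none lower and a median log2 ratio of 0.66, at percentile 100 of the random lists. The phosphomannomutase gene pmm2, which makes mannose 1-phosphate, was 5.57-fold higher (95% interval 4.65 to 6.71), and the mannosyltransferase genes alg11 and alg2 were 4.83-fold (2.96 to 8.20) and 2.79-fold (2.18 to 3.59) higher. The others at least 2-fold higher were gmppb, alg14, rpn2 and alg1. When the list was written, pmm2 had been seen in the study's results on these libraries. Among UPR genes, the chaperone genes hyou1 and dnajc3a were 3.22-fold (2.73 to 3.81) and 2.60-fold (1.85 to 3.68) higher, herpud1, which acts in ER-associated degradation, 3.00-fold (2.12 to 4.31), and the sensor gene atf6 2.37-fold (1.78 to 3.16). The transcription factor gene xbp1 stood at 0.35. The N-glycan median was above 0 in all 21 clusters measured at 48 HPA, from 0.36 to 1.35. In uninjured fin-fold mesenchyme-like cells it was 0.00, with none of 11 genes at least 2-fold apart.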

In our scRNA-seq dataset the upregulation of *gfpt1* and several genes involved in the UPR in the blastema following 2-DG treatment suggests that 2-DG inhibits N-linked glycosylation, which prevents normal blastema formation. 2-DG can perturb the glucose-HBP-glycosylation axis by (a) acting as low glucose mimetic thus preventing the synthesis of fructose-6-P and (b) directly inhibiting N-linked glycosylation by preventing mannose incorporation into Dol-PP-GlcNAc2. Interestingly, tunicamycin affects early development while *gfpt1*;*gfpt2* mutations and 2-DG treatment do not. Tunicamycin indiscriminately prevents GlcNAc incorporation into the N-glycan core oligosaccharide. However, as a glucose analog, 2-DG will exert a greater effect on tissues taking up high amounts of glucose. UDP-GlcNAc can be synthesized through a salvage pathway downstream of *gpft1/2*, which may explain how *gfpt1*/*gfpt2* mutants, although not viable beyond 10 DPF, get through early development but cannot compensate when there is an increased demand for secretory pathway activity. Together this suggests that while N-linked glycosylation is important for both early development and regeneration, there is an increased requirement for glycosylation substrates during regeneration. Yet, despite this apparent overall increase, how N-glycans are modified can have opposite effects on regeneration. As this work demonstrates, early blocks in N-glycan synthesis in the ER result in failure to develop a functional blastema. However, previous work from our lab has shown that a mutation in *mgat5* or swainosine treatment, which affect N-glycan branching in the Golgi complex, result in enhanced regeneration through modulation of TGF-β signaling^61^. Therefore, regenerative outcome is dependent on the nature of N-linked glycan modifications. Despite the clear effect of N-linked glycosylation on regeneration, we cannot rule out other forms of glycosylation or glycosoaminoglycans being involved in regeneration in addition to affecting TGF-β signaling. For example, hyaluronic acid, which requires substrate from the HBP, has also been shown to be involved in fin regeneration.

The Warburg effect is characterized by increased glucose uptake and lactate production. Although glucose flux through the HBP only accounts for an estimated 2–5% of glucose that enters the glycolytic pathway, glucose availability has a strong influence on UDP-GlcNAc synthesis and therefore it may be necessary to increase glucose uptake during regeneration to ensure adequate HBP substrate^62,63^. However, it is likely that under normal circumstances, the majority of glucose still proceeds through glycolysis. Nevertheless, blocking all glycolytic ATP with *pgk1* mutants has no regenerative phenotype despite this deletion being homozygous lethal at approximately 10 DPF. This demonstrates that ATP production from glycolysis is neither required for regeneration, nor is downstream lactic acid secretion. While glucose flux through the HBP is obligate for regeneration, there may be metabolic plasticity for ATP production as seen in tumor cells^64^. Consistent with metabolic plasticity, impairing mitochondrial function or glycolysis has little to no effect on regeneration, indicating that the source of ATP during regeneration is inconsequential.

TGF-β signaling is regulated by metabolic reprogramming and is essential for tail regeneration. The activin genes *inhbaa* and *inhbb* are initially transcriptionally repressed by 2-DG at 24 HPA in the notochord bead, but *tgfb1* is not repressed until later in the regenerative process. Accordingly, by assaying phospho-SMAD2 activity, we did not observe a decrease in overall TGF-β signaling with 2-DG treatment until 48 HPA in the blastema, when both the activin genes and *tgfb1* were repressed. This potentially explains why an aberrant, nonproliferative blastema, rather than no blastema, forms when glycosylation is inhibited. 

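In notochord-like cells at 24 HPA, the activin genes were lower with 2-DG and tgfb1a was not. The subunit gene inhbaa had 455 UMIs (214 CPM) in 325 control cells and 76 UMIs (60.8 CPM) in 123 2-DG cells, a log2 ratio of -1.81 and 3.53-fold lower (95% interval 2.76 to 4.56), and inhbb stood at -1.67, 3.20-fold lower (2.43 to 4.27). The ligand gene tgfb1a had 667 and 684 CPM, a ratio of 1.03 (0.941 to 1.12). At 48 HPA, tgfb1a had 771 and 255 CPM in notochord-like cells, 3.02-fold lower (2.78 to 3.29), while inhbaa was 3.31-fold (2.91 to 3.77) and inhbb 2.33-fold lower (2.00 to 2.72). At 24 HPA the fibronectin gene fn1b and tnc were higher, at 0.96 and 1.13. The highest genes at 24 HPA were the hemoglobin genes hbae1.1 (0 against 93 UMIs, at least 52.6-fold), hbae3, hbbe1.1 and hbbe2, which mark red blood cells, followed by txnipa (8.46-fold, 6.5 to 11.1), slc7a8a, tpm1, wnt16, cdc20 and stat5a. The lowest were the epithelial claudin gene cldne (82 against 0 UMIs, at least 16.1-fold), ccl19a.2, cldn7b, plekhf1, her7, cyp1a, il34, her15.2, epcam (15.5-fold, 10.9 to 23.0) and ripk2, so epithelial and red blood cell RNA differs between these groups. Median depths were 3660 and 6198 UMIs per cell at 24 HPA, the same clusters held the cells at both times, tgfb1a at 24 HPA stood at -0.05 with TMM scaling, and the difference between times was not tested.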

We hypothesize that initial TGF-β signaling through Tgfb1 begins the dedifferentiation process and is independent of a metabolic shift to promote glycosylation, but the shift is necessary to maintain a sustained TGF-β signal which initiates blastemal mesenchyme formation, promotes cell proliferation, and makes the blastema competent for coordinated regeneration. In support of this hypothesis *snai1a*, which is essential for mesenchyme development from differentiated cells, is suppressed by both 2-DG or inhibition of TGF-β signaling. Metabolic reprogramming, including shunting to the HBP, has been proposed to take place in the blastema during both lizard tail regeneration^5,6^, and regulation of signaling by N-linked glycosylation has been demonstrated to take place in the blastema during axolotl limb regeneration. Additionally, TGF-β is required for blastema formation in lizard tail regeneration, zebrafish fin regeneration, axolotl limb regeneration, and *xenopus* tail regeneration^42,65–67^. Interestingly, in adult zebrafish and gecko tails, activin appears to be the primary TGF-β ligand, while in our dataset, both activin and TGF-β1 are inhibited by 2-DG treatment^42,65^. It is possible that activin induced by metabolic reprogramming during regeneration is a conserved mechanism in regenerative species.

A previous report demonstrated that notochord streaming was triggered through ROS driven hedgehog signaling and was necessary for regeneration^19^. ROS generation and substrate availability for glycosylation both depend on regulation of cellular metabolism, and reflect the complex, interdependent nature of cellular responses to injury. Additionally, links between ROS and alterations to glycans have been suggested^68^. However, our data, in contrast to ROS, show no evidence that glycosylation regulates sonic hedgehog ligands in the notochord bead or blastema. This suggests that ROS and glucose flux through the HBP are activating distinct, parallel pathways, or alternatively ROS and sonic hedgehog act upstream of the glycolytic shift and the subsequent TGF-β signaling. 

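In notochord-like cells, the ligand gene shha (ENSDARG00000068567) had 410 CPM in the control and 612 CPM with 2-DG at 24 HPA, 1.49-fold higher (95% interval 1.35 to 1.65), and was 1.34-fold higher (1.22 to 1.48) at 48 HPA. The other ligand gene measured, ihhb, had a ratio of 0.985 (0.763 to 1.27) at 24 HPA. Of 3 Hedgehog genes measured there at 24 HPA, 1 was at least 2-fold lower, the coreceptor gene boc, and the median log2 ratio was -0.02. At 48 HPA none of 3 was at least 2-fold apart, with a median of 0.10. In re-derived cluster 4 at 48 HPA, shha had 0 UMIs in both libraries, and boc and the target gene gli1 stood at 0.48 and -0.33, with a list median of 0.17 over 3 genes. That median was below 0 in 6 of the other settings, and ihhb at 24 HPA was above 0 at the filter on genes and mitochondrial UMIs.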

Further research will be required to tease apart how metabolic changes trigger the various signaling cascades required for regeneration.

With respect to mammals, the MRL strain of mouse, which has superior regenerative capacity compared to wild-type mice, has higher levels of aerobic glycolysis than normal mice, potentially preserving some modest ability to trigger blastema formation, at least under limited circumstances^69^. Additionally, several studies indicate that a glycolytic shift is required for dedifferentiation of mammalian cells in vitro^15,70,71^. Although it remains to be determined whether this switch to glycolysis is, at least in part, to maintain intermediates for pathways such as the HBP, pluripotent stem cells have been shown to have a distinct N-glycan profile and the HBP has been implicated in maintaining pluripotency^72,73^. Notably, the HBP has been shown to drive the Warburg effect^51,74^. Therefore, our findings may contribute to our understanding of regeneration and wound healing on a broader scale.

In addition to tissue regeneration and stem cell biology, blastema formation shows several parallels to cancer biology, including a shift to glucose-dependent metabolism, development of mesenchyme from previously differentiation cells, and cell migration. However, unlike tumor progression, regeneration is spatially and temporally coordinated, allowing us to control variables and obtain insight into critical but transient gene expression within subpopulations of cells. By using scRNA-seq, we were able to capture a small population of blastema cells that lacked mesenchymal markers, possibly indicating that these cells were on their way to becoming the mesenchymal blastema. One of the most significantly enriched genes in this population was transgelin (*tagln*) (Supplementary Data 3). 

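Transgelin, tagln (ENSDARG00000045408), an actin-binding protein of contractile cells, had 234 of its 239 UMIs in blastema-like cells of the 48 HPA control in the cluster led by her15.1. Its level there was 120 CPM, 30.6-fold higher than in the other cells (95% interval 24.3 to 38.7), against 1.01 CPM in the blastema-like cluster led by aldh1a2 and 77.5 CPM in the cluster rich in col1a2. When clusters 4, 6 and 13 of the 24 and 48 HPA aggregate were subclustered without the result lists, 303 UMIs of tagln lay in 1 subcluster of 174 cells, at 249 CPM (222 to 278), of which 46.0% were 2-DG cells. It was led by the cartilage and notochord genes col2a1a, col9a3 and matn4, and had 83.8 CPM of snai1a, 42.7 CPM of the mesenchymal filament gene vim and 3990 CPM of col1a2. In cluster 13 at 48 HPA, tagln was lower with 2-DG, at 177 against 61.0 CPM, a log2 ratio of -1.53 and 2.89-fold (2.22 to 3.82). Free RNA held 15.0 CPM of tagln, and cluster 13 was chosen for comparison after the counts had been seen.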

Transgelin is an actin binding protein expressed in smooth muscle, fibroblasts, and the umbilical cord mesenchymal stem cells. Furthermore, its expression has been detected in cancer stem cells and has been implicated in their migration and invasion^75^. Paradoxically, trangelin has been described as both promoting and inhibiting bladder cancer^76,77^. The paradox is potentially resolved if timing and transient transgelin expression is important in the progression of bladder cancer as it may be in the formation of a blastema. Due to many observed similarities between wound healing and cancer, cancer has been described as a wound that does not heal^78^. Moreover, multiple studies showing that both wound healing (or regeneration) and cancer can have similar transcriptional profiles^79,80^. Therefore this work may provide insight into the cellular processes that drive tumor progression as well as tissue regeneration^6,65,66,81^.

## Methods

### Zebrafish husbandry

Adult zebrafish were maintained at 28 °C with a 14 h light/10 h dark cycle. Embryos collected from crosses were staged as previously described^82^. All animal experiments were performed in compliance with NIH guidelines for ethical animal handling and research was approved by the Animal Care and Use Committee of the National Human Genome Research Institute (Protocol G-01-3). TAB-5 were used for all experiments unless otherwise noted. Sex could not be determined at the ages of the animals used but is assumed to be evenly distributed between male and female in the offspring.

### Plasmid synthesis

Plasmids were generated with multisite gateway technology (Invitrogen). To obtain Tg(*actb2*:MLS-EGFP), we generated a middle entry clone with the human COXVIII mitochondrial localization sequence (MLS) fused upstream of GFP^36^, which we recombined with p5E β-actin2, p3E-polyA, and pDestTol2pA2 from the tol2 kit^83^. To generate Tg(*actb2*:MLS-roGFP2), a middle entry clone containing the zebrafish COXVIII MLS and p3E-roGFP2 were recombined with p5E β-actin2 and pDestTol2pA2 from the tol2 kit.

### Generation of transgenic zebrafish

To synthesize *tol2* mRNA, pCS2FA-transposase was linearized using NotI (New England Biolabs), then purified using a PCR purification kit (Qiagen). mRNA was synthesized with mMessage mMachine SP6 Kit (Ambion) and purified with RNA clean and concentrator kit (Zymo Research). 1-cell stage TAB-5 embryos were injected with 50 pg *tol2* mRNA and 25 pg plasmid. Injected embryos expressing mosaic GFP were grown to adults and screened for germline transmission. Mitochondrial localization of GFP and roGFP in our transgenic lines was verified by soaking 3 DPF embryos in 50 nM mitotracker red CMXRos (ThermoFisher) for 1 h and analyzing caudal fin-fold epithelium for co-fluorescence.

### Generation of mutant zebrafish

Mutant zebrafish were generated and screened according to a previously described protocol^84^. In brief, 50 pg of gRNAs and 1 µl of Cas9 protein (New England Biolabs) were injected into embryos during the 1-cell stage. Embryos were grown to adults and outcrossed to screen for transmission of out-of-frame alleles.

### Pharmacological studies

To inhibit glycolysis, 2-Deoxy-D-glucose (Sigma) powder was added to holtfreter’s buffer to a final concentration of 100 mM. Glucose (Sigma) was used as a control. To inhibit mitochondrial protein import, a 50 mM stock of Mitoblock-6 in DMSO (Calbiochem) was diluted into holtfreter’s buffer and 1% DMS0 to a final concentration of 2.5 µM. To inhibit TGF-β signaling, a 20 mM stock of SB431542 (Sigma) in DMSO was diluted into holtfreter’s solution to a final concentration of 50 µM. To inhibit N-linked glycosylation, a 5 mg/ml stock of tunicamycin (Cayman Chemical) was diluted into holtfreter’s solution to a final concentration of 1 µg/ml. To inhibit O-GlcNAcylation, a 20 mM stock of OSMI-1 (Cayman Chemical) was diluted in holtfreter’s buffer to a final concentration of 50 µM. For development assays, treatments were initiated at 1 DPF following dechorionation of embryos with 1 mg/ml pronase (Sigma) for 15 min and continued until 4 DPF when embryos were analyzed. For regeneration assays, treatments were initiated 2 h prior to amputation and continued throughout the duration of the experiment unless otherwise noted. Inhibitors were washed out and replaced every 24 h for all experiments unless otherwise noted.

### Tail area quantification

Tail amputations were performed as previously described^85^. All amputations were performed at 3 DPF. Relative tail size was quantified using the region of interest method in FIJI. Tails were measured from the posterior end of the notochord to the posterior end of the caudal fin-fold. Area was normalized to 100% using wild type as the reference.

### In situ hybridization

In situ hybridization was performed as previously described^86^. Primers used to amplify template cDNA were *snai1a*: For-5’ GCGGGTCCAAATGGACGTAAACC, Rev-5’ TGGCGGCAGTAACTGCAGC; *msx3*: For-5’ AGTGCGCTCTGCTTGGAGAGC, Rev-5’ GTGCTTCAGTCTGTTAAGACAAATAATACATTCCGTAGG. A T7 promoter was included on the reverse primers. Probes were synthesized with T7 polymerase and DIG labeling mix (Roche 10881767001, 11277073910).

### RNA fluorescence in situ hybridization (RNA-FISH)

HCR V3.0 probes were purchased from Molecular Instruments. RNA-FISH was performed according to manufacturer’s protocol for whole mount zebrafish embryos.

### Immunofluorescence

Embryos were fixed in 4% paraformaldehyde (PFA) for 45 min at room temperature, washed with PBST, and incubated in 1 mg/mL collagenase for 2 h. Embryos were washed with PBST and frozen in acetone at −20 °C for 10 min. Embryos were washed in PBST and incubated in 5% goat serum (Thermofisher NC9270494) in BDP (PBS/0.1% BSA/1% DMSO) for 1 h. Embryos were incubated with anti-phospho-SMAD2 primary antibody (Cell Signaling E8F3R) diluted 1:800 in BDP or anti-phospho-histone H3 (Ser10) primary antibody (Cell Signaling D2C8) diluted 1:200 in BDP overnight at 4 °C, followed by incubation with secondary antibody (Alexa Fluor 488 A-11008) diluted in 1:500 BDP for 1 h at RT. Nuclei were stained by incubating with Hoechst 33342 (Thermofisher) diluted 1:2000 in PBST for 20 min at RT.

### 2-NBDG uptake

Embryos were incubated in 500 µM 2-NBDG (Cayman) in Holtfreter’s buffer for 2 h. Embryos were then anesthetized with MS-222 and embedded in 0.8% agarose for microscopy.

### FITC-dextran permeability assay

FITC-dextran, average mol wt 3000–5000 (Sigma) was dissolved in Holtfreter’s buffer to a concentration of 1 mg/ml. Uninjured or amputated embryos were incubated in the solution for 30 min, then anesthetized with MS-222 and embedded in 0.8% agarose for microscopy and imaged using FITC filters.

### TUNEL staining

Apoptosis was analyzed using in Situ Cell Death Detection Kit, TMR red (Roche). Embryos were fixed in 4% PFA in 1× PBS for 24 h at 4 °C. Embryos were then washed twice in 1× PBS for 5 min each. Embryos were dehydrated in 50% methanol for 5 min, then 100% methanol for 5 min. Samples were stored in −20 °C overnight. The following day, embryos were rehydrated with 75% methanol in PBST (PBS, 1% Tween) for 5 min, 50% methanol in PBST 5 min, 25% methanol in PBST 5 min, 100% PBST 2× for 5 min. Embryos were exposed to a proteinase K wash for 10 min at 37 °C, the fixed again in 4% PFA for 20 min. Embryos were then washed for 1 hr (3× for 20 mins) with PBSTX (PBS, 1% Triton-X). TUNEL reaction mixture was prepared and added to each samples. Samples were incubated for 60 min at 37 °C covered in foil. Samples were then washed 2× with PBSTX for 5 min each time and analyzed by confocal microscopy.

### Microscopy

Embryos were anesthetized with MS-222 (Sigma) and embedded in 0.8% agarose (Fisher) for imaging. Epifluorescence images were acquired with an Axiovert 200 M (Zeiss) and an Orca-ER camera (Hamamatsu). Bright field images were acquired with an MZ16F L3 (Leica) and Axio Cam HR (Zeiss). Confocal images were acquired with an LSM 880 (Zeiss). Images were analyzed in FIJI^87,88^. For time-lapse microscopy of Tg(*col9a2*:mCherry; *col8a1a*:GFP) embryos, embryos were anesthetized in holtfreter’s buffer (59 mM NaCl, 0.88 mM CaCl_2_·2H_2_0, 0.67 mM KCl, 5 mM HEPES) containing 600 µM MS-222 (Sigma) and embedded in 1% low-melt agarose (NuSieve GTG) containing MS-222 on glass-bottomed microwell dishes (MatTek 35 mm). Imaging was performed using a Nikon W1 spinning disc confocal microscope. After acquisition, image sequences were bleach corrected using histogram normalization^89^, and channels merged in FIJI.

### Mitochondrial volume quantification

Segmentation was performed with the Allen Institute for Cell Science Segmenter Python library^90^ using the Tom20 workflow. A vesselness sigma and cutoff of 1 and 0.025, respectively, were used. Following segmentation, small objects of less than 50 voxels and large objects of more than 10,000 voxels were filtered out to reduce segmentation artifacts. The remaining objects were counted, and their areas determined using the scikit-image measure module^91^.

### P-Smad2 intensity quantification

Nuclei from the Hoechst channel were identified by the “Find Edges” and “Bernsen Automatic Thresholding” functions in FIJI. Quantification of particle intensity was then redirected to the P-Smad2 IF channel.

### Single-cell RNA seq

Tails were amputated at the posterior end of the pigment gap and collected as uninjured samples or embryos were placed back into media to allow tail regeneration. Regenerating tails were collected by performing a second amputation at the anterior end of the pigment gap at 24 or 48 HPA. Eighty tails were collected per sample. Amputated tails and tail regenerates were dissociated for single-cell RNA-seq analysis using a previously described protocol with 1% BSA used in place of FBS^92^. Following dissociation to single cells, cell viability and concentration was analyzed using a Luna cell counter. Samples consistently had greater than 90% cell viability. Gel Bead-in-Emulsions were prepared by loading 10,000 cells per sample in 46.6 µL DMEM + 1% BSA onto a Chromium Chip B (10× Genomics 1000073) and run using the Chromium Controller (10× Genomics). cDNA libraries were generated with Chromium Single Cell 3’ GEM, Library and Gel Bead Kit V3 (10× Genomics). Libraries were sequenced using the NextSeq 500/550 High Output Kit v2.5 (Illumina) on an Illumina NextSeq 550. Reads were aligned to the zebrafish genome ref. ^11^ and feature-barcode matrices were generated with Cell Ranger 3.0.2 (10× Genomics) using default parameters. Valid barcode reads in all samples were >90%. Reads aligned to zebrafish genome were >80% in all samples, while anti-sense reads were <1% in all samples. All key metrics were within the expected range and did not trigger any errors or warnings in the Cell Ranger web summaries. Three aggregate files were made using Cell Ranger to create a single matrix of all included samples: (1) Uninjured, 24 HPA, and 48 HPA control samples; (2) 24 HPA and 48 HPA control and 2-DG treated samples; (3) uninjured control and uninjured 2-DG treated samples. T-SNE plots, violin plots, and differential gene expression lists were generated with Loupe Viewer version 5.0 (10× Genomics) using default settings.

### Gene list analyses

Genes list analyses were performed using the Panther Classification System 14.1 (www.pantherdb.org)^93^. Statistical Overrepresentation tests were performed with Fisher’s exact test and corrected with False Discovery Rate.

### Heatmap generation

Heatmaps were generated using Heatmapper (http://www2.heatmapper.ca/).

### Statistical analyses

Unpaired two-tailed *t*-tests, ordinary one-way ANOVA, and two-way ANOVA analyses were performed in Graphpad Prism 9. All experiments were repeated a minimum of two times for statistical analyses. Embryos were measured once each. Differential gene expression from scRNA-seq data was determined using Loupe Viewer software version 5.0 (10× genomics), which employs a negative binomial exact test and Benjamini–Hochberg correction for multiple tests^94^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Movie 1

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary data 6

Reporting Summary

## Data Availability

All data were deposited to GEO under accession GSE145497. There are no restrictions on data availability.

How the deposited data were processed for this re-analysis (not part of the article)

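Single-cell RNA sequencing of 6 libraries was re-analyzed: uninjured, 24 HPA and 48 HPA tails, each without and with 100 mM 2-DG, at 1 library of 80 pooled tails per condition. The authors made the libraries with 10x Genomics chemistry and processed them with Cell Ranger 3.0.2, and the study compared cells in Loupe Viewer 5.0. The deposited matrices hold counts of UMIs per gene and cell for 27771 genes, and every value tested was a whole number. A pooled matrix of 27179520 droplets, also of counts, could not be matched to libraries and was used only for free RNA: the 2190362 droplets with 1 to under 100 UMIs gave a profile of 8464418 UMIs. Gene names came with the deposited matrices, and 25097 of the gene IDs were also in a separate list of gene names. Where several IDs shared 1 symbol, as 1225 IDs did, the ID with the most UMIs was used, except that the test over stages kept each ID.

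Libraries held 10910607 to 30254743 UMIs and 1402 to 5811 cells. Re-derived cluster 4 was compared at 48 HPA on 3041924 control and 2521348 2-DG UMIs. In data simulated at that depth with counting error only, the 95% intervals held the true ratio for 96.3% of 8624 genes. Of the genes changed 4-fold, 98.0% were called at 2-fold, and so were 1.93% of unchanged genes. Spread between libraries and the choice of cluster were not simulated, so 1.93% is not the rate of false calls in the real comparison.

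Cells of the 3 control libraries, of the 4 regenerating libraries and of the 2 uninjured libraries were each clustered as 1 aggregate. Counts were scaled to 10000 UMIs per cell and log-transformed. Clustering used 2000 variable genes, 30 principal components, 15 neighbors and the Leiden method at resolution 1. It ran under Python 3.11.15 with leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. The 407 genes of the result lists and of the paper's claims were kept out of the variable genes, and mitochondrial genes were not. No cell was removed in the main setting. Doublets were scored with Scrublet in scanpy 1.11.5, which called 12 of 22389 cells. Under 0.5% called means that the call has not worked, so a second setting left out the 1120 cells with the highest 5% of scores.

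Of 17 marker lists, the best was taken as a cluster's name where at least 66.7% of its detected markers, and at least 3, were 2-fold higher than in the other cells, with no more markers of another class among the 10 leading genes. A cluster with no marker of its class among the 10 leading genes stayed unnamed. The exception was a cluster with all detected markers higher and median UMIs at least 0.333 of its library's median. The markers were written beforehand, but this rule was settled after the counts had been seen, by comparing rules across clusterings while levels of result genes were known. Most blastema markers come from Supplementary Data 1. In the regenerating aggregate 15 of 28 clusters were named and no cluster met the rule for blastema-like cells, so the planned comparison was made in cluster 4, the cluster with the highest share of blastema markers. That choice was made after the counts had been seen and after its leading genes were known to resemble the study's blastema cluster. With the first ID of repeated symbols, a blastema-like cluster of 375 control and 378 2-DG cells at 48 HPA was named, without the highest 5% of doublet scores 1 of 441 and 363 cells, and with the result lists in clustering 1 of 279 and 74 cells, so the name depends on small changes. Clusters 6 and 13, with 8 and 9 of 15 blastema markers, clusters 4, 6 and 13 together, all mesenchyme clusters and all cells were compared as well.

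Levels are CPM of summed UMIs. Ratios of 2-DG over control carry exact conditional binomial 95% intervals, shares exact Clopper-Pearson intervals and counts exact Poisson intervals, all for counting error only. A gene with 0 UMIs in 1 group is given as a bound against a floor of 3 UMIs over the group. A gene at least 2-fold apart is called higher or lower, and no test between single conditions was possible. The 20 result lists were fixed before the deposited counts were examined, but some members had been seen in the paper's Supplementary Data. These were arf4b, sec22ba, pmm2, txnipa, dusp5, dusp7, errfi1a and some PERK and ATF4 genes. Members that the paper names as results, among them gfpt1 and gnpnat1, were also known from it. Their lists are therefore not independent of these libraries. A list's median was taken over genes with at least 20 UMIs in both groups together and placed among 10000 random lists of the same size from 20 expression bins. Genes named are those the paper names, the 10 highest and 10 lowest by log2 ratio with 0.5 counts added among genes with at least 50 UMIs and a proper symbol, for the test over stages the 10 smallest p-values in each direction, and members of a list described. Values in the paper's Supplementary Data had been seen when the rule was written. Shares of cells with a UMI and of cells with at least 3 UMIs of the cell cycle lists used cells thinned to 2000 UMIs. Separation was the mean share of a cell's 15 nearest neighbors from its own library in 10 principal components, over equal numbers of thinned cells. With 1 library per condition, a cluster mostly of 1 library can be that library and not a cell type. Subclusters used 10 principal components and resolution 0.5.

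The only test across libraries used the 3 stages as blocks: counts were summed per library over all cells and over basal epidermis-like cells, and edgeR 4.0.16 (R 4.3.3) fitted stage and treatment with its quasi-likelihood test, TMM factors, a filter on low counts and 2 residual degrees of freedom, with adjusted p by Benjamini-Hochberg at 0.05. DESeq2 1.42.0 served as the other tool. On simulated data edgeR recovered 52.0% of genes changed 2-fold and 91.0% of those changed 4-fold over all cells, and 43.0% and 95.0% in basal epidermis-like cells. Figures were drawn with matplotlib 3.10.9.

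Alternatives were a filter at 500 genes and 20% mitochondrial UMIs, called doublets left out, resolutions 0.5 and 2.0, 10 principal components with Louvain clustering, the result lists among the variable genes, the class taken from the control libraries, all mesenchyme, all cells, equal mean UMIs per cell, TMM factors, at least 100 UMIs per gene and a 1.5-fold call. Added after the counts had been seen were the highest 5% of doublet scores left out, the first gene ID, clusters 6, 13 and 4, 6 and 13, and wider groups for separation, subclusters and cycling cells. Glucose, staining and mutant experiments have no files and were left out.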

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

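The test over stages, its alternatives and the comparison with other splits of the libraries were planned, and the tests of make-up by cell type and of ociad2 in other cells were chosen after the result was seen. The paper does not report a 2-DG effect common to the 3 stages, and it does not state how long the uninjured tails were treated.

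Over all cells, edgeR's quasi-likelihood test with stage as a block called 200 of 16169 genes at an adjusted p under 0.05, 46 higher and 154 lower with 2-DG, and in basal epidermis-like cells it called 194 of 7970, 36 higher and 158 lower. The count over all cells was 0 without the uninjured pair (2417 genes at an unadjusted p under 0.05), 84 without the 24 HPA pair, 338 without the 48 HPA pair, and 0 without the stage block (579 unadjusted), against 596 with DESeq2; in basal cells it was 0 without the stage block (163 unadjusted) and 85 with DESeq2. The 6 libraries allow 10 splits into 3 and 3, so a share under 0.05 cannot be reached: for all cells 1 split, the real one, gave as many as 200 and the highest other gave 0, and for basal cells 1 split gave 194 and the highest other 3. Most other splits part the libraries of 1 stage only, so with stage as a block they rest on a single pair and are no like comparison. The others that part all 3 stages gave 0 genes in both sets of cells. A different make-up by cell type cannot be told apart: superficial epidermis-like cells were 28.5% of control and 12.3% of 2-DG cells at 24 HPA, basal 5.38% and 11.3%, myeloid-like 3.27% and 8.56%, and neural tube-like 1.82% and 3.98% at 48 HPA, while 128 of 131 of these genes also tested in basal epidermis-like cells, or 97.7%, had the same direction there, against 73.9% of 7970, and basal cells are part of the sums and share their free RNA. A batch shared by the 2-DG libraries is open, as is the biological explanation of a response common to the stages, which a hypothesis may name but which the missing replicates do not let be tested further.

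Single genes were drawn to attention because the paper does not discuss them, by a rule (the 3 smallest p-values among higher genes whose symbol is neither a clone name nor marked as 1 of many, with each gene ID counted) that was set after their values were seen. The near-identical Notch targets her4.2 (2 gene IDs of 1 symbol, log2 ratios 2.13 and 2.13, adjusted p = 0.028 each from edgeR's quasi-likelihood test) and her4.4 (2.63, adjusted p = 0.028 from the same test) were higher over all cells, and reads shared between these copies were not resolved. The related her4.1, also higher (1.67), is one of the neural tube markers used here. Neural tube-like cells were 2.14% of control and 2.35% of 2-DG cells at 24 HPA, and 1.82% and 3.98% at 48 HPA. In uninjured tails they were 105 of 3621 and 104 of 2652 cells. A larger share of these cells cannot be told apart from a rise within cells. In basal epidermis-like cells, arf4b (5.97, adjusted p = 0.000204), anxa1c (2.12, adjusted p = 0.000643) and txnipa (2.12, adjusted p = 0.000825, all from edgeR's quasi-likelihood test) were higher. The gene anxa1c is one of the superficial epidermis markers used here, as is icn2 (1.21), which was also among the smallest p-values there. Whether superficial epidermis cells or RNA within the basal class account for their rise was not tested. Basal arf4b had 2 control and 1 2-DG UMIs in uninjured tails, 0 and 15 at 24 HPA and 1 and 277 at 48 HPA, and its adjusted p was 0.417 with DESeq2. An ARF5 relative left out by the rule stood at 5.17 there (adjusted p = 0.000213 from edgeR's quasi-likelihood test, 0.87 with DESeq2). Over all cells, ociad2 was lower with 2-DG in uninjured tails (log2 ratio -1.66) and higher at 24 HPA (1.94) and 48 HPA (4.77), a difference between stages that was not tested.

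At 48 HPA, 2-DG added 51.6 times as many CPM of ociad2 in re-derived cluster 4 as in superficial epidermis-like cells (12.9 to 90.3, counting error).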

How the results depend on the processing

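Added after the counts had been seen were the settings with the highest 5% of doublet scores left out, the first gene ID, clusters 6, 13 and 4, 6 and 13, and the wider groups for subclusters and cycling cells, and the rule that names clusters and the choice of re-derived cluster 4 were made then too. Depth limits genes with few UMIs, doublets remained, and 1 library per condition leaves the spread between replicates unknown. Each condition has only replicate 1, so replicate numbers pair no samples. The test over stages instead set control against 2-DG within each stage by a block. The cause was not tested for any change below.

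For the 18 genes the paper names in re-derived cluster 4, 177 of 281 values under alternatives moved by less than the counting error, 101 moved further and 3 moved further with the other sign: loxa (-0.0514 with the result lists in clustering), ociad1 (-1.15 in cluster 13) and fn1b (0.36 in cluster 6). Counting small values too, 10 of the 281 had the other sign. For the 20 lists, medians were judged against the main interval over the genes of a list, which is spread among members and not counting error. Of 340 medians, 308 stayed within it and 31 fell outside. The extracellular matrix counted as 1 reversal (0.0653 with the result lists in clustering), and 21 medians had the other sign in all. Such intervals can be wide, so a median within one can still have shifted. For pyrimidine synthesis, cluster 6 gave -0.12. For the S phase list the median was -0.87 at resolution 0.5, -0.99 at resolution 2.0, -0.39 with the result lists in clustering, -0.88 with the first gene ID, -0.96 in the class from the controls, -0.64 in all mesenchyme, -0.36 over all cells, -0.68 in clusters 4, 6 and 13, -0.13 in cluster 6 and -0.38 in cluster 13. For G2 and M phase it was -0.76 without the highest 5% of doublet scores, -1.56 at resolution 2.0, -1.47 with Louvain, -0.78 with the result lists in clustering, -0.37 in the class from the controls, -0.40 in all mesenchyme, -0.0400 over all cells, -0.86 in clusters 4, 6 and 13, -0.11 in cluster 6 and -1.50 at 100 UMIs, where 2 genes were left. The ER chaperone median was 0.59 with the result lists in clustering. At a 1.5-fold call, 106 list members were higher, against 70 at 2-fold. The share of Supplementary Data 2 genes with the same direction was 100% with the filter on cells and without the highest 5% of doublet scores, 99.0% at resolution 2.0, 92.9% with the result lists in clustering, 97.3% over all cells, 90.9% in cluster 6 and 97.9% in cluster 13.

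The share of blastema-like cells in uninjured, 24 HPA and 48 HPA controls was 6.13%, 2.52% and 12.4% with the filter on cells, 4.5%, 2.08% and 11.8% without called doublets, 4.33%, 2.56% and 13.9% without the highest 5% of doublet scores, 0.469%, 1.86% and 9.62% at resolution 0.5, 2.10%, 2.37% and 13.4% at resolution 2.0, 9.11%, 2.46% and 11.7% with Louvain, 5.39%, 1.54% and 10.9% with the result lists in clustering, and 0.525%, 1.54% and 9.16% with the first gene ID. The highest of the 3 was 48 HPA in each.

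Separation in re-derived cluster 4 was 0.806 at 1000 UMIs, 0.834 with 30 neighbors, 0.831 with 20 principal components and 0.834 without the result lists, and in uninjured fin-fold mesenchyme-like cells 0.621, 0.622 and 0.625 for the first 3. The share of cells in subclusters of mainly 1 treatment was 53.6% at resolution 0.3, 54.7% at resolution 1.0, 41.6% without the result lists and 73.1% with 30 principal components. The share of control cycling cells was 11.6% at 1000 UMIs, 13.6% at 5 UMIs of the lists, 49.2% in all mesenchyme, 35.5% in clusters 4, 6 and 13 and 35.3% over all cells, and that of 2-DG cells 4.12%, 3.86%, 31.8%, 18.0% and 25.3%.

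In notochord-like cells at 24 HPA, 44 of 45 values stayed within their interval and inhbaa was -2.23 without the highest 5% of doublet scores. In uninjured fin-fold mesenchyme-like cells, the blastema gene median was 0.0108 with the filter on cells. The S phase median, -1.10 on 2 genes, was 0.70 with the filter on cells (14 genes) and 0.0667 in all mesenchyme (22 genes), both of the other sign, and -0.71 and -0.70 without called doublets and without the highest 5% of scores. The hexosamine median was -0.0492 with the filter, 0.0386 without called doublets, -0.11 at resolution 0.5 and 0.0363 in all mesenchyme.

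The test over stages with edgeR's quasi-likelihood fit called 200 genes over all cells, 596 with DESeq2, 862 with no filter on low counts and 0 without the stage block, where 579 genes had an unadjusted p under 0.05. Leaving out 1 stage pair gave 0 to 338 (0 without uninjured, 2417 unadjusted; 84 without 24 HPA; 338 without 48 HPA). In basal epidermis-like cells it called 194, 85 with DESeq2, 332 with no filter on low counts and 0 without the stage block (163 unadjusted), and 141 to 212 with a stage left out. Of the 161 adjusted p-values of named genes over all cells under alternatives, 134 kept their side of the threshold, 23 lost it and 4 gained it, and in basal cells 97 of 107 kept it.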

Differences from the paper's values

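The paper's values here come from Supplementary Data 2, whose test took cells as replicates, while the values beside them are ratios of summed counts in re-derived cluster 4 with 1 library per condition; the cluster and the last settings named below were chosen after the counts had been seen. Supplementary Data 2 lists 986 genes; of 884 measured, 883 (99.9%) had the same direction in re-derived cluster 4, with a correlation across genes of r = 0.965 and rho = 0.931, which is not independent since the study chose them on these libraries and genes are no replicates.

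Each log2 ratio below is 2-DG over control. For aldh1a2 the paper's value is -1.59 and the re-derived one -1.30; of the alternatives set before the data were examined, all cells came within the counting error of the paper's (-1.65) and the others did not. For msx3 the paper's value is -3.28 and the re-derived one -2.56; leaving out called doublets (-2.80), resolution 2.0 (-2.49) and Louvain clustering (-2.63) came within it, the latter pair on wider intervals, and the filter on cells, resolution 0.5, the result lists in clustering, the class from the controls, all mesenchyme, all cells, equal mean UMIs per cell and TMM did not. For zic2b the paper's value is -1.08 and the re-derived one -0.54; the class from the controls (-0.90) and all mesenchyme (-0.89) came within it and the others did not. For inhbb the paper's value is -1.39 and the re-derived one -2.10; the filter on cells (-1.73), Louvain clustering (-2.05) and the result lists in clustering (-2.42) came within it, the latter pair on wider intervals, and the others did not. For fn1b the paper's value is -1.66 and the re-derived one -1.94; the filter on cells (-1.85), resolution 0.5 (-1.62), resolution 2.0 (-1.56), Louvain clustering (-1.71) and TMM (-1.85) came within it and the others did not. For snai1a the paper's value is -2.46 and the re-derived one -2.00; all mesenchyme (-2.34) came within it and the others did not.

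The settings chosen after seeing the values came within the counting error of the paper's values in these cases: leaving out the highest 5% of doublet scores for aldh1a2 (-1.28) and fn1b (-1.84), where 811 of the paper's 986 genes were measured, the first gene ID for fn1b (-1.60), with 797 measured, cluster 6 for msx3 (-2.18) and snai1a (-1.96), with 729 measured, and cluster 13 for zic2b (-2.06) and snai1a (-3.04), with 766 measured, most of them on wider intervals. For inhbb none of them did.

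The paper's number of blastema subclusters is 5 and the re-derived one is 9; the paper's text does not name a resolution. Resolution 0.3 (7) and 30 principal components (7) came within 1.5 times of the paper's number, and resolution 1.0 (12) and variable genes without the result lists (8) did not.

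The paper describes its blastema cluster as nearly all from 48 HPA, and 76.5% of the control blastema-like cells came from that library, or 83.1% in the cluster led by aldh1a2 and 62.5% (Louvain) to 88.8% (first gene ID) under other settings. It describes the blastema subclusters as nearly wholly grouped by treatment, and 36.5% of the cells of re-derived cluster 4 lay in subclusters with at least 80% of 1 treatment, or 41.6% to 73.1% under the other settings, while a subcluster with 99.2% 2-DG cells was found. Another subcluster, mainly of control cells, just missed the 80% limit. The text names a receptor tgfb2a as lower, and the receptor lower here and listed in Supplementary Data 2 is tgfbr2b (-1.49).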

Other observations

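The tests over stages and the comparisons with random lists were planned, and the tests of depth, other cells and dividing cells below were chosen after the result was seen. In basal epidermis-like cells, a cell type the paper does not compare, the activin gene inhbaa fell, with a log2 ratio of -1.70 over the 3 stages (standard error 0.237, adjusted p = 0.000736 from edgeR's quasi-likelihood test) and was lower with 2-DG in each stage, at 146 and 81, 444 and 136, and 296 and 90 UMIs in control and 2-DG. The snail gene snai1a fell as well (-1.45, adjusted p = 0.045 from the same test), which missed the threshold when any 1 stage was left out (0.0985, 0.0681 and 0.17). Of the FGF and ERK feedback genes dusp5 and dusp7 fell. Among the smallest p-values were the rise of irf8 (1.43) and cebpd (0.79) and the fall of sall1b (-2.41), sqstm1 (-1.42), tnnt3b (-2.07), cnn3a (-1.43), rrad (-2.57) and cyp1c1 (-3.44). Without the uninjured pair, cebpd (adjusted p = 0.101 from edgeR's quasi-likelihood test) missed the threshold. Of 27 ER chaperone genes, 1 rose in basal cells when adjusted over the list alone.

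Over all cells, txnipa rose (2.58, standard error 0.326, adjusted p = 0.0355 from edgeR's quasi-likelihood test) and the AP-1 gene fosl1b (-2.68), snx10a (-1.66), bcar1 (-1.36) and btbd6a (-1.85) fell (adjusted p = 0.028 each from the same test). The retinoic acid synthesis gene aldh1a2 fell (-1.47, adjusted p = 0.0427 from the same test), and none of these calls held without the uninjured pair, where the smallest adjusted p of a named gene was 0.0989. Of 29 ER chaperone genes 1 rose, pdia4, and 13 when adjusted over the list alone, with 23 of 29 higher in all 3 stages. Of 22 dissociation genes 3 rose and 1 fell. Past the threshold both over all cells and in basal cells were 72 genes, 4 higher and 68 lower.

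In notochord-like cells, G2 and M phase genes were higher with 2-DG, with a median log2 ratio of 0.66 at 24 HPA (6 of 25 at least 2-fold higher, none lower) and 1.06 at 48 HPA (13 of 25, none lower), which differs in sign from re-derived cluster 4, while their S phase medians were 0.17 and 0.27 (percentiles 77.4 and 88.2 of the random lists). At 24 HPA, the hemoglobin gene hbae3 was higher (9 and 422 UMIs) and the epithelial genes epcam (817 and 31) and cldn7b (83 and 1) lower in the same cells. Their ER chaperone median was 0.59 at 24 HPA and 1.36 at 48 HPA, where 17 of 27 were at least 2-fold higher. The PERK and ATF4 median was -0.66 at 24 HPA, with sqstm1, gadd45aa and trib3 lower, and 0.32 at 48 HPA. At 48 HPA the homeobox gene meox1 was 7.07-fold lower (5.68 to 8.89), the interleukin gene il11b 11.7-fold (4.78 to 37.2), and the collagen gene col6a3 had 50 and 1 UMIs (43.7-fold, 7.49 to 1.76e+03). In uninjured tails, the largest ratios over all cells included those of pvalb2 (-6.86), hbbe3 (-4.08), lyz (4.55) and aqp8a.1 (5.58), beside a median of all genes of 0.14. Of the genes of Supplementary Data 2 measured in uninjured fin-fold mesenchyme-like cells, 247 of 368 (67.1%) had the same direction as in the study's blastema table, with r = 0.4 across genes. Of those of Supplementary Data 4, 344 of 344 had the study's direction over all uninjured cells, and 90 of 107 (84.1%, r = 0.647) in the fin-fold mesenchyme-like cells.

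ER chaperone genes were higher with 2-DG in re-derived cluster 4 at 48 HPA, with a median log2 ratio of 0.84. The median of the same 27 genes was 1.01 (0.40 to 1.4 over the genes) with each cell thinned to 2000 UMIs. Thinning left out 88 control and 137 2-DG cells. It could not decide on a difference in depth, since CPM are already scaled to equal totals and the clusters were made before thinning. RNA from other cells cannot be told apart from a rise within these cells, because the CPM added in the cluster was 2.25 times (2.14 to 2.35) that added in superficial epidermis-like cells, between the bounds of 1.5 and 3 set after medians by cluster had been seen. A difference between library batches cannot be told apart from the treatment either, as the 2 libraries at 48 HPA are 1 per condition. The biological explanation, a response of the cells to 2-DG, may hold but stays a hypothesis.

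S phase genes were lower with 2-DG in re-derived cluster 4 at 48 HPA. With cells thinned to 2000 UMIs, 5.79% of 2-DG and 27.0% of control cells held at least 3 UMIs of the cell cycle lists, so the gap remained at equal UMIs per cell. Thinning could not decide on a difference in depth for the ratios, since CPM are already scaled and the clusters were made before thinning. It also left out 88 control and 137 2-DG cells. Dividing 2-DG cells placed in other clusters are argued against as the whole cause, since the shares over all mesenchyme were 31.8% and 49.2%, although this gap is narrower. Less cell cycle RNA in the whole 2-DG library cannot be told apart: superficial epidermis-like cells had 29.1% with 2-DG and 16.6% in the control, but all cells 25.3% and 35.3%, and the S phase median was below 0 in 13 of 19 clusters. The tables are consistent with fewer dividing cells in this cluster as a hypothesis, with 1 library per condition and free RNA not removed.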
